# The influence of microRNAs and poly(A) tail length on endogenous mRNA–protein complexes

**DOI:** 10.1186/s13059-017-1330-z

**Published:** 2017-10-31

**Authors:** Olivia S. Rissland, Alexander O. Subtelny, Miranda Wang, Andrew Lugowski, Beth Nicholson, John D. Laver, Sachdev S. Sidhu, Craig A. Smibert, Howard D. Lipshitz, David P. Bartel

**Keywords:** MicroRNAs, Poly(A) tail, mRNA–protein complexes

## Abstract

**Background:**

All mRNAs are bound in vivo by proteins to form mRNA–protein complexes (mRNPs), but changes in the composition of mRNPs during posttranscriptional regulation remain largely unexplored. Here, we have analyzed, on a transcriptome-wide scale, how microRNA-mediated repression modulates the associations of the core mRNP components eIF4E, eIF4G, and PABP and of the decay factor DDX6 in human cells.

**Results:**

Despite the transient nature of repressed intermediates, we detect significant changes in mRNP composition, marked by dissociation of eIF4G and PABP, and by recruitment of DDX6. Furthermore, although poly(A)-tail length has been considered critical in post-transcriptional regulation, differences in steady-state tail length explain little of the variation in either PABP association or mRNP organization more generally. Instead, relative occupancy of core components correlates best with gene expression.

**Conclusions:**

These results indicate that posttranscriptional regulatory factors, such as microRNAs, influence the associations of PABP and other core factors, and do so without substantially affecting steady-state tail length.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1330-z) contains supplementary material, which is available to authorized users.

## Background

Despite often being depicted as long, naked molecules, messenger RNAs (mRNAs) in the cell are bound by a host of factors to form mRNA–protein complexes (mRNPs) [1–4]. In humans, hundreds of RNA-binding proteins (RBPs) have been identified, and, speaking to the complexity of mRNP complexes, many RBPs can bind the same transcript simultaneously [5, 6]. Some factors recognize specific motifs, often in 3′ untranslated regions (3′ UTRs), to regulate gene expression, whereas others recognize features common to mRNAs, such as the cap and poly(A) tail, and thus in principle have the potential to bind most mRNAs. The proteins bound to a transcript are critical for controlling its fate, and alterations in an mRNP can have profound effects for gene expression, even if the underlying mRNA sequence remains unchanged. For instance, during nutrient deprivation, 4E-BPs can compete with the translation-initiation factor eIF4G for binding to eIF4E, thereby repressing the translation of mRNAs of pro-growth genes independently of any modifications in the corresponding transcripts [7].

mRNPs are dynamic, and their organization changes throughout the life cycle of an mRNA [1, 3, 4, 8]. For instance, upon entry into the cytoplasm, nuclear mRNP components are exchanged for their cytoplasmic counterparts or, as is often the case with the exon-junction complex, removed entirely [9–11]. Decay also changes mRNP organization. Typically this process has been viewed from an RNA-centric perspective, in which deadenylation stimulates 5′ decapping, which leads to 5′ → 3′ exonucleolytic degradation of the transcript body [12–14]. However, dissociation of proteins that normally bind and protect the 5′ and 3′ ends of the transcript is also important to the process, as illustrated by deadenylation-independent decapping in *pab1Δ* yeast strains, which lack the cytoplasmic poly(A)-binding protein (PABP; known as Pab1p in yeast) [15, 16]. Similarly, eIF4E, in addition to acting as a core translation-initiation factor, sterically blocks access of the decapping enzyme to the 5′ cap, and its dissociation is a necessary, although poorly understood, step in mRNA decay [17]. Finally, recruitment of decay enzymes, especially deadenylases, further alters the makeup of an mRNP and is often thought to be an important step in regulating transcript stability [14, 18–22]. Thus, as has become increasingly appreciated, an mRNP-based perspective is important for understanding the mechanistic bases of post-transcriptional regulatory pathways.

An important post-transcriptional pathway in animals is the microRNA (miRNA) pathway, which appears to influence nearly every biological process in humans [23]. In most developmental contexts, metazoan miRNAs repress gene expression by stimulating mRNA decay and, to a lesser extent, repressing translation initiation [24–27]. These small RNAs are bound by an Argonaute protein (AGO) to form a silencing complex that is directed to targets via base-pairing between the miRNA and sequences that are typically found in the 3′ UTRs of targets [28]. In animals, once bound, miRNAs stimulate decay of their targets through an adapter protein called TNRC6 (GW182 in flies), which in turn recruits deadenylase complexes [20–22, 29–31], and deadenylation ultimately feeds into the canonical 5′ → 3′ decay pathway [20, 30, 32–34]. Interestingly, there are specific developmental contexts, such as in the pre-gastrulation fish embryo, where deadenylation, rather than stimulating decapping, leads to robust translational repression [35, 36]. These differing regulatory outcomes reflect broader differences in the relationship between poly(A)-tail length and post-transcriptional gene regulation in the early embryo, as opposed to differences in the direct effects of miRNA-mediated repression [36].

Mechanistic understanding of miRNA-mediated regulation has come from a variety of approaches, including genetic, molecular, biochemical, and structural experiments. Initial experiments, involving either knocking down various decay enzymes or overexpressing dominant-negative versions, revealed the central role for TNRC6/GW182 and canonical mRNA decay enzymes, including cytoplasmic deadenylases (both the CCR4–NOT and Pan2–Pan3 complexes), the decapping enzyme, and the Xrn1 exonuclease [30, 32–34]. Supplementing these genetic approaches have been molecular approaches in which the effects of tethering a protein of interest, such as TNRC6 or 4E-T, to a reporter transcript have been determined [29, 31, 37–40]. In addition to probing the role of complete cofactors, tethering experiments have been used to dissect the role of specific subunits of the CCR4–NOT complex and to identify the regions and amino acids of proteins that are necessary for eliciting repressive effects [37, 41]. For instance, the C-terminal domains of TNRC6 and GW182 are sufficient, when tethered, to repress expression, and they do so through direct interactions with the cytoplasmic deadenylase complexes and PABP [31, 37, 38]. Complementing these in vivo experiments have been biochemical and structural studies, which have illuminated a dense network of protein–protein interactions required to recruit the decay machinery during miRNA-mediated repression [42]. One recent example has been work on CNOT1, a scaffold protein in the CCR4–NOT deadenylase complex, which contains a mIF4G domain that interacts directly with DDX6/Me31B and is required to mediate repression of reporters [40, 41, 43, 44]. DDX6, as well as its orthologs, then interacts with decapping activators, such as 4E-T and Edc3, thereby bridging 3′ poly(A)-tail shortening with the eventual 5′ decapping [39, 45, 46].

Understanding the fate of proteins, such as PABP and eIF4E, during miRNA-mediated repression has been more challenging, and studies have primarily relied on reporter transcripts to characterize their dynamics. For instance, in vitro experiments in *Drosophila* lysates indicate that PABP dissociates during miRNA-mediated repression, that the dissociation of PABP works through GW182, and that this dissociation occurs prior to, rather than following, deadenylation [47]. Consistent with this result, PABP dissociation from reporters in the presence of the cognate miRNA is also observed in S2 cells, even when deadenylation has been blocked [38]. Similarly, in support of early studies that implicated eIF4F dissociation in translational repression [48, 49], work in both *Drosophila* and human cells demonstrates that components of the eIF4F complex (made up of eIF4E, eIF4G, and eIF4A) dissociate, although the specific factor that dissociates has varied depending on the experimental conditions [38, 50, 51]. Although each of these studies has provided important steps forward for understanding the ways in which mRNP organization can change during miRNA-mediated decay, the ramifications for endogenous mRNPs have been inferred based on a few reporter transcripts.

Direct characterization of endogenous target complexes typically relies on immunoprecipitation-based techniques, such as RNP immunoprecipitation (RIP), in which RNAs that co-purify with a protein of interest are identified. RIP-based approaches have long been recognized as powerful tools for characterizing mRNPs [52], and the advent of transcriptome-wide technologies has further expanded their utility. For instance, RIPs have been used to identify targets of a variety of regulatory factors, such as human HuR and *Drosophila* Smaug, Pumilio, and Brain tumor [53–56]. Similarly, RIP experiments have also been used to detect recruitment of Argonaute to its targets [57–60].

Despite their potential, RIP-based approaches have not been broadly applied to characterizing mRNP reorganization during miRNA-mediated regulation, especially with respect to dissociation of core factors from endogenous transcripts. Here we have applied the RIP-based approaches to eIF4E, eIF4G, PABP, and DDX6, each of which has been implicated as either dissociating or binding during miRNA-mediated repression. By using antibodies recognizing endogenous proteins, our investigations into mRNP reorganization were performed without any RBP overexpression. We further coupled this approach with transcriptome-wide measurements of poly(A)-tail length, in order to temporally link mRNP alterations with deadenylation. These datasets also allowed us to investigate mRNP organization more broadly and independently of miRNAs, which unexpectedly revealed that poly(A)-tail length explains little of the differences in mRNP organization observed between mRNAs of different genes in human cells, as well as in *Drosophila* S2 and *Saccharomyces cerevisiae* cells. Moreover, unlike steady-state poly(A)-tail length [36], binding of core factors, such as PABP, correlated with translation and stability, suggesting an overriding role of mRNP organization in control of gene expression. Together, our results emphasize the importance of an mRNP perspective not just for considering the mechanisms of miRNA-mediated repression but also for understanding post-transcriptional regulation more generally.

## Results

### Binding of eIF4G and PABPC1 to target mRNAs decreases during miRNA-mediated repression

To investigate how mRNP organization is altered during miRNA-mediated repression, we quantified the changes in mRNAs co-immunoprecipitating with key proteins of interest. In each experiment, HEK293 cells were transfected with either miR-124, miR-155, or no miRNA. After 24 h, RIP experiments were performed [52, 55, 56], and the change in mRNA abundance for each sample was then determined relative to the corresponding no-miRNA control. To minimize dissociation and reassociation of mRNA during the RIP procedure, the time of incubation with antibodies and beads was kept brief. Although the short incubation time reduced the overall yield of RNA, the protocol nonetheless maintained a > 40-fold enrichment of *GAPDH* mRNA in the eIF4G pull-down compared to the IgG control pull-down (Additional file 1: Figure S1).

We first used the NanoString technology to quantify the RIP results for 193 unique mRNAs [53]. These included four highly abundant reference mRNAs (*ACTB*, *G6PD*, *GAPDH*, and *RPL19*) to allow intersample normalization, 95 high-confidence miR-124 targets, and 94 high-confidence miR-155 targets. These miRNA targets were chosen using the following two criteria: 1) robust repression following introduction of the cognate miRNA, as determined by quantitative mass spectrometry, global ribosome profiling, RNA sequencing (RNA-seq), and ribosome-footprint profiling [24–26]; and 2) the presence of at least one 7- or 8-nucleotide site to the cognate miRNA in the 3′ UTR and the absence of a seed-matched site to the non-cognate miRNA. We also ensured that the two target sets were indistinguishable across a variety of metrics, including 3′ UTR length, total length, and expression (Additional file 1: Figure S2), so that the miR-155 targets would serve as suitable no-site controls for the miR-124 transfections, and vice versa. As expected given the criteria used to choose the target sets, robust decreases in the RNA abundance of cognate targets was observed (Fig. 1a; median log_2_ fold change = −0.80, *p* < 10^−15^ for the miR-124 transfection; median log_2_ fold change = −0.52, *p* < 10^−15^ for the miR-155 transfection; two-tailed Kolmogorov–Smirnov [K–S] test).

**Fig. 1:**
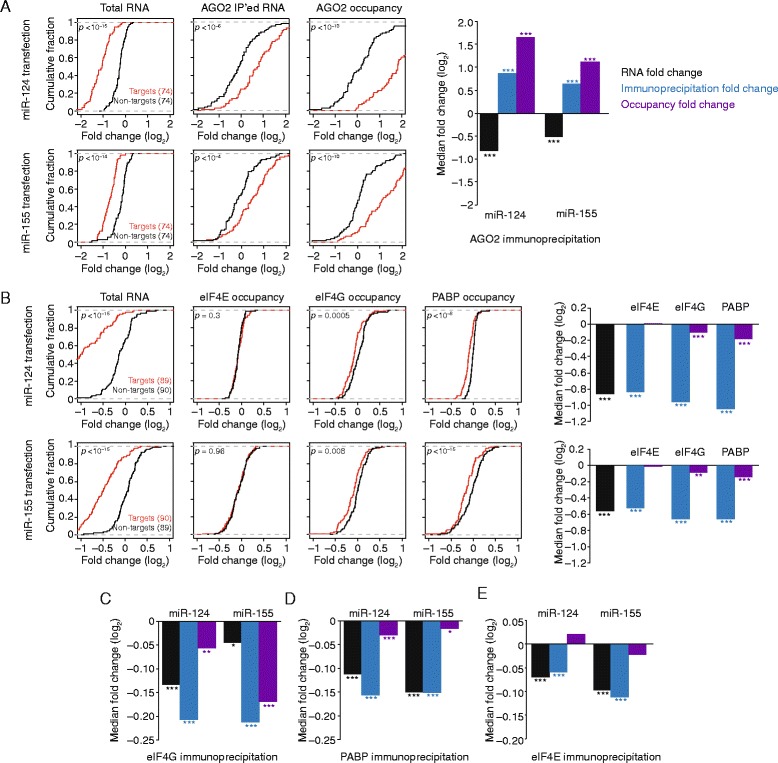
The influence of miRNAs on AGO2, eIF4E, eIF4G, and PABP occupancies on endogenous mRNAs. **a** The influence of miRNAs on mRNA abundance and AGO2 occupancy, as determined by RIP with NanoString quantification. Line graphs plot the cumulative distributions of changes in total mRNA (*left*), AGO2-immunoprecipitated mRNA (*middle*), and AGO2 occupancy (*right*) due to transfection of miR-124 (*top*) or miR-155 (*bottom*), distinguishing the results for targets of the transfected miRNA from those of the other miRNA (*red* and *black*, respectively). Bar plots show the median fold changes in total mRNA (*black*), AGO2-immunoprecipitated mRNA (*blue*), and inferred AGO2 occupancy (*purple*) attributable to the indicated miRNA. To arrive at these changes, median changes for non-target mRNAs were subtracted from those of target mRNAs. Significant differences in the cumulative distributions attributable to the miRNA are indicated: *p < 0.05; **p < 0.01; ***p < 0.0001; two-tailed K–S test. **b** The influence of miRNAs on mRNA abundance and eIF4E, eIF4G, and PABP occupancies. Otherwise, this panel is as in **a. c** The influence of miRNAs on eIF4G occupancy, as determined by RIP-seq. The effects on site-containing mRNAs were calculated relative to control mRNAs without sites. Otherwise, bar graphs are as in **a. d** The influence of miRNAs on PABP occupancy, as determined by RIP-seq and plotted as in **c. e** The influence of miRNAs on eIF4E occupancy, as determined by RIP-seq and plotted as in **c**

To validate our approach, we first immunoprecipitated mRNPs using an antibody recognizing AGO2. Consistent with previous reports [58–60], targets were enriched in the AGO2 precipitations when cognate miRNA was introduced (Fig. 1a; median log_2_ fold change = 0.87, *p* < 10^−6^ for miR-124; median log_2_ fold change = 0.65, *p* < 10^−4^ for miR-155; K–S test). This increase in target mRNA binding to AGO2 occurred despite the decrease in target mRNA abundance. To account for this decreased abundance and thereby report the inferred change in AGO2 relative occupancy for the target mRNAs that remained after miRNA transfection, we normalized the change of each co-immunoprecipitated target mRNA to the change in its overall abundance. Note that although this normalization provided values for relative occupancy, not absolute occupancy, for simplicity, we refer to them hereafter as “occupancy” values. Overall, we observed robust increases in AGO2 occupancies for miRNA targets (Fig. 1a; median log_2_ fold change = 1.66, *p* < 10^−13^ for miR-124; median log_2_ fold change = 1.14, *p* < 10^−10^ for miR-155; K–S test). Together, these results, which were consistent with both the known role of AGO2 in miRNA-mediated repression [42] and the results of previous studies that used different precipitation and detection procedures [57–60], confirmed that our modified RIP protocol with NanoString quantification was informative.

We then performed analogous experiments quantifying mRNAs that co-immunoprecipitated with eIF4E, eIF4G, and PABP (Fig. 1b). In contrast to the strong increase in AGO2 occupancy, we observed a modest, but significant, decrease in eIF4G and PABP occupancy for target transcripts in the presence of the cognate miRNA (Fig. 1b). In the case of miR-124 transfection, eIF4G and PABP occupancy decreased by 7.3 and 11.7%, respectively (*p* = 0.0005 and *p* < 10^−8^, K–S test). For miR-155 transfections, eIF4G and PABP occupancy decreased by 5.4 and 8.4%, respectively (*p* = 0.008 and *p* < 10^−15^, K–S test). In contrast, no significant change in eIF4E occupancy was observed in response to either of the two miRNAs (*p* = 0.3 and *p* = 0.96, K–S test).

To check whether these results applied transcriptome-wide, we repeated the RIP experiment and analyzed RNA levels using RNA-seq. These RIP-seq experiments compared all predicted targets (mRNAs with at least one 7- or 8-nucleotide 3′ UTR site to the cognate miRNA) to control mRNAs that lacked a site to the cognate miRNA. 

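HEK293 cells, a line derived from human embryonic kidney, were transfected with 100 nM of miR-124 or miR-155 duplex or, as the mock control, with 5 μg of the plasmid pUC19, and were harvested 24 h later. RNA was immunoprecipitated with antibodies to eIF4G, the scaffold of the cap-binding complex, and to PABP, the cytoplasmic poly(A)-binding protein, in separate experiments. Each experiment held 1 total RNA library and 1 immunoprecipitated library for each of the 3 transfections, and the RNA-seq libraries were poly(A)-selected. The authors mapped the reads with STAR 2.5.2a and gave each gene's level as FPKM, a fragment count scaled by transcript length and library depth. The paper names the genome build hg18 and Cufflinks, whereas the sample records name hg19 and HTSeq. Multiplying each FPKM by the transcript length listed beside it gave whole reads for 100% of values (within 0.05 of a read), so reads could be counted back. The PABP experiment held 10538626 to 14262719 reads per total RNA library and 19923947 to 23065302 per immunoprecipitated library. The eIF4G experiment was sequenced less deeply, with 1126330 to 1876958 and 2268298 to 2453613 reads. The tables list 9788 genes for PABP and 9621 for eIF4G, all above 1 FPKM in mock total and mock immunoprecipitated RNA. The authors' annotation of 3′ UTR sites was used, and the numbers of site-containing and no-site mRNAs are given beside each shift. Occupancy was the FPKM in immunoprecipitated RNA over the FPKM in total RNA, and its change was the log2 ratio of the occupancy after miRNA transfection to that after mock transfection. The shift of site-containing mRNAs was their median change minus that of no-site mRNAs. With 1 library per condition there is no replicate check, and no p-value across genes is given. Instead, each shift was set against 10000 random lists of the same size drawn within 10 groups of expression, and was taken to stand apart when it lay outside their central 95%. The counting error of a single gene's occupancy change had a median of 0.11 (log2 scale, SE) for PABP and of 0.34 to 0.35 for eIF4G. PCR copies are counted as reads, so this error covers counting alone. The RIP-seq libraries of eIF4E after miRNA transfection were not analysed here.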

As observed with NanoString detection, occupancies of both PABP and eIF4G, but not eIF4E, significantly decreased for predicted targets of the transfected miRNAs (Fig. 1c–e).

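After either miRNA, site-containing mRNAs fell relative to no-site mRNAs in the immunoprecipitates of both factors. In the eIF4G immunoprecipitate their shift was −0.21 on the log2 scale after miR-124 (95% bootstrap interval over genes, −0.24 to −0.17; 1717 site-containing and 5038 no-site mRNAs) and −0.21 (−0.25 to −0.17; 1082 and 7226) after miR-155. Total RNA of these mRNAs shifted by −0.13 and −0.04, which left a shift in eIF4G occupancy of −0.06 (−0.09 to −0.02) for miR-124 and of −0.17 (−0.21 to −0.14) for miR-155, or decreases of 3.77 and 11.1%. The miR-155 shift lay below 10000 of 10000 random lists, and the miR-124 shift lay at percentile 7.89 and did not stand apart. In the PABP immunoprecipitate the shifts were −0.16 (−0.17 to −0.13; 1720 and 5173 mRNAs) for miR-124 and −0.15 (−0.17 to −0.13; 1089 and 7354) for miR-155. Total RNA shifted by −0.11 and −0.15, and PABP occupancy by −0.03 (−0.05 to −0.01) and −0.02 (−0.04 to 0.00084). Neither PABP occupancy shift stood apart from random lists (percentiles 72.2 and 5.82). With random lists matched on transcript length, a setting chosen after seeing the data, the miR-124 shift lay above them (percentile 100) and the miR-155 shift below (percentile 0.02).

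**Figure D1:**
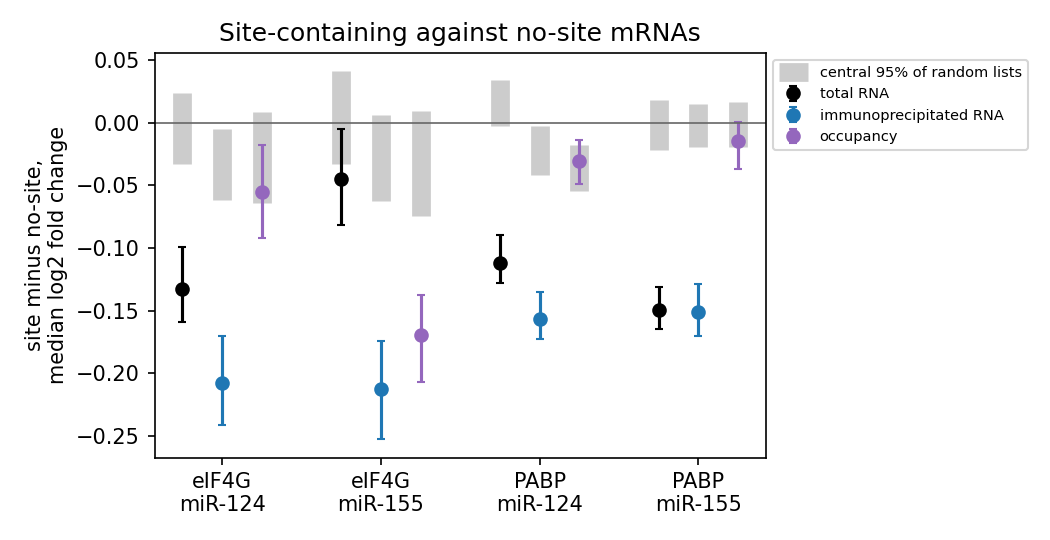
Median log2 fold change of site-containing mRNAs minus that of no-site mRNAs (y axis) in total RNA (black), immunoprecipitated RNA (blue) and occupancy (purple) for each factor and miRNA (x axis), with 95% bootstrap intervals over genes as error bars and the central 95% of 10000 random lists as gray bars. The eIF4G occupancy shift for miR-155, −0.17, lies below its gray bar, while the other 3 occupancy shifts, −0.06, −0.03 and −0.02, lie within theirs.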

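Single mRNAs varied widely around these medians. ACADM, which encodes a mitochondrial acyl-CoA dehydrogenase and carries 1 miR-124 site, had occupancy changes of −1.08 (counting SE 0.35) for eIF4G and −0.64 (counting SE 0.11) for PABP. The published target IQGAP1, a scaffold of the actin cytoskeleton, had a PABP occupancy change of −0.37 (counting SE 0.06), but 0.16 (counting SE 0.28) for eIF4G. Of the published miR-124 targets, 9 of 12 lay below 0 in eIF4G occupancy (median −0.22) and 9 of 11 in PABP occupancy (median −0.09), and neither list stood apart from random lists (percentiles 14.5 and 15.4). Of the published miR-155 targets, 10 of 17 lay below 0 in eIF4G occupancy (median −0.10) and 7 of 17 in PABP occupancy (median 0.03), which did not stand apart either (percentiles 26.6 and 77.1). After miR-155, eIF4G occupancy changed by −1.23 (counting SE 0.30) on NIPA1 and by −1.22 (counting SE 0.24) on HECA. In the PABP experiment UFL1 was lowest among mRNAs with a miR-155 site, at −0.62 (counting SE 0.09). Other site-containing mRNAs went the opposite way, such as NR4A1, an immediate early gene, at 1.31 (counting SE 0.38) in eIF4G occupancy after miR-124 and TMEM134 at 0.76 (counting SE 0.17) in PABP occupancy. When the controls were mRNAs with a site to the other miRNA only, the miR-124 occupancy shifts were 0.12 for eIF4G and 0.13 for PABP, and the miR-155 shifts were −0.17 and −0.06. These lay outside the central 95% of random lists, above it for miR-124 and below it for miR-155. With the miR-124 transfection as the reference the miR-155 shifts were 0.0040 and 0.12, and with the miR-155 transfection as the reference the miR-124 shifts were −0.02 and −0.06. Of these, the PABP shifts stood apart, above random lists for miR-155 and below them for miR-124. With total RNA changes taken from the other experiments, a setting chosen after seeing the data, the eIF4G shift for miR-155 was −0.03 and no longer stood apart, the PABP shifts were 0.01 for miR-124 (apart, above random lists) and −0.04 for miR-155 (apart, below), and the eIF4G shift for miR-124 was −0.04. The PABP shifts of this setting rest in part on total RNA of the eIF4G experiment, the least deeply sequenced. From the lower occupancies by NanoString (Fig. 1b) and RIP-seq (Fig. 1c, d), beside earlier reporter studies, the paper proposes a reorganization of the mRNP. In it, miRNA targeting reduces binding of eIF4G and PABP.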

Our results with endogenous mammalian transcripts echoed observations of reduced eIF4G and PABP binding to reporters in *Drosophila* cells and extracts [38, 47] and supported the hypothesis that miRNA targeting promotes mRNP reorganization, such that binding of eIF4G and PABP is reduced—a trend we observed despite the vast diversity of mRNPs in the cell and their dynamic nature. Even though these reorganized mRNPs were also destabilized, they were sufficiently long-lived to be detected using steady-state analysis and thus likely represented the translationally repressed forms of the miRNA targets. 

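Total RNA was lower for many predicted targets. Across the PABP and eIF4G experiments and a parallel one with DDX6, which serve as 3 replicates, 105 genes were lower and 9 higher after miR-124, and 46 were lower and 5 higher after miR-155 (adjusted p under 0.05 from limma, 8750 genes). Of the genes lower after miR-124, 57 (54.3%) carried a 3′ UTR site to it, compared with 17.6% of the genes that did not pass, and after miR-155 this was 16 (34.8%) compared with 11.4%. Among 11 published miR-124 targets, 5 fell (9 when adjusted over the list alone) and 11 had values below 0, with a median log2 fold change of −0.56. VAMP3, a vesicle SNARE, fell by 1.21 (SE 0.18, adjusted p = 0.0173 from limma), ITGB1, the β1 integrin, by 1.05 (SE 0.14, adjusted p = 0.00987 from limma), and IQGAP1 by 1.00 (SE 0.13), CD164 by 1.01 (SE 0.17) and LAMC1, a laminin chain, by 0.81 (SE 0.12). Of 14 published miR-155 targets, 0 passed by limma over all genes (4 fell when adjusted over the list alone), with SMAD5 at −0.58 (SE 0.13), CSNK1G2 at −0.57 (SE 0.13) and PICALM at −0.55 (SE 0.10). A few genes without sites rose, with MT1X, a metallothionein, at 1.23 (SE 0.13) after miR-124 and 1.29 (SE 0.13) after miR-155. The lowest genes were interferon-induced and lacked sites to the transfected miRNA with few exceptions. RSAD2 and IFIT1, antiviral proteins, fell by 3.99 (SE 0.49) and 3.67 (SE 0.33) after miR-124 and by 3.21 (SE 0.49) and 3.30 (SE 0.33) after miR-155. For cells that the paper calls untransfected and the sample records mock, total RNA lists 2 of 23 interferon-induced genes lower after both miRNAs. With the others taken at the limit of 5 FPKM, the median log2 ratio to mock was −2.14. Absence need not mean a low level, since 86.4% of other genes with a mock mean of at least 10 FPKM are listed. The mock control is shared by both comparisons. Without the experiment as a block, limma called 0 genes for either miRNA (140 and 86 at an unadjusted p under 0.05), and without the PABP experiment, the most deeply sequenced, it called 0 as well (955 and 715), and without the DDX6 experiment 25 and 19. In data simulated for miR-124 against mock, the noise of a gene was normal and of equal size in all libraries. There limma recovered 77.0% of 61 genes set to change by 1 on the log2 scale. It recovered 23.1% of 65 genes set to change by 0.5 and 0% of 74 genes set to change by 0.25, with 0 false calls. The real libraries differ in depth and preparation, which the simulation leaves out.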

Consistent with this idea, the magnitude of the reduced eIF4G and PABP binding resembled that observed for translational repression in HEK293 cells [27]. By similar reasoning, our inability to detect mRNPs lacking eIF4E, which must dissociate from the cap for decapping to occur, suggests that once eIF4E has dissociated from these mRNPs, miRNA-mediated repression triggers rapid decapping and degradation of the transcript body.

### DDX6 is recruited during miRNA-mediated repression

We next examined whether miRNA targeting increased binding of the decay factor DDX6. Although preferential binding of DDX6 to miRNA targets has not been directly demonstrated, this factor, which is thought to recruit the decapping enzyme [61], is required for miRNA-mediated repression and associates with CNOT1 of the CCR4–NOT complex through a structurally defined interface [41, 43, 44]. NanoString quantification of mRNAs that co-immunoprecipitated with DDX6 showed that miRNA targeting substantially increased DDX6 occupancy, with median increases of 43 and 27% observed for cognate targets after transfection of miR-124 and miR-155, respectively (Fig. 2a; *p* < 10^−10^ and *p* < 10^−6^, K–S test).

**Fig. 2:**
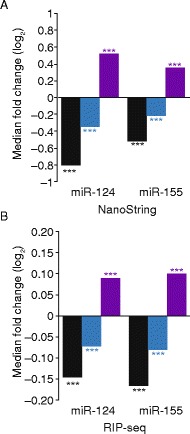
The influence of miRNAs on DDX6 occupancy on endogenous mRNAs. **a** The influence of miRNAs on mRNA abundance and DDX6 occupancy, as determined by RIP with NanoString quantification. Bar plots show the median fold changes in total mRNA (*black*), DDX6-immunoprecipiated mRNA (*blue*), and inferred DDX6 occupancy (*purple*) attributable to the indicated miRNA. Significant differences in the cumulative distributions attributable to the miRNA are indicated: *p < 0.05; **p < 0.01; ***p < 0.0001; two-tailed K–S test. **b** The influence of miRNAs on DDX6 occupancy, as determined by RIP-seq and plotted as in **a**

To examine the recruitment of DDX6 transcriptome-wide, we performed RIP-seq analysis. 

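DDX6, an RNA helicase that acts in mRNA decay, was immunoprecipitated from HEK293 cells after transfection as for eIF4G and PABP, with 1 total RNA and 1 immunoprecipitated library each for mock, miR-124 and miR-155. These RNA-seq libraries were made after depletion of ribosomal RNA rather than by poly(A) selection. The authors deposited FPKM made in the same way, and reads were counted back from them. The total RNA libraries held 2804160 to 4135736 reads and the DDX6 libraries 6390742 to 7311762. The table lists 9793 genes with at least 1 FPKM in both mock libraries, and the median gene had 106 reads in mock total RNA and 306 in the mock DDX6 library. RPPH1, the RNA component of RNase P, took 4.37 to 5.85% of the reads of listed genes in each library. The counting error of a single gene's DDX6 occupancy change had a median of 0.22 to 0.23 (log2 scale, SE). Levels of small nucleolar RNAs and other short RNAs in these libraries are uncertain, because reads of their host genes can fall in them and whether the counting used strand is not given in the sources used here.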

Because DDX6 associates with deadenylase complexes [41, 43, 44], RIP-seq libraries were prepared using ribosomal RNA depletion rather than poly(A) selection, reasoning that poly(A) selection would bias against deadenylated intermediates. (We note that because NanoString quantifies mRNA directly, without selection or amplification, our NanoString results were not confounded by differential enrichment of transcripts with differing poly(A) tail lengths.) 

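DDX6 occupancy rose from mock on mRNAs with sites relative to no-site mRNAs, and rose on many well-known miR-124 targets. CD164, a sialomucin, had an occupancy change of 1.07 (log2 scale, counting SE 0.09) after miR-124, since its total RNA changed by −1.51 and its DDX6-bound RNA by −0.44. VAMP3 had 0.87 (counting SE 0.21), the lactate transporter SLC16A1 0.70 (counting SE 0.11), and LAMC1 and ITGB1 0.60 each (counting SE 0.08 and 0.11). Of the 11 published miR-124 targets measured, 1 lay below 0 (CTDSP1, −0.76, counting SE 0.35), and their median lay 0.43 above that of other genes, above 10000 random lists (percentile 100). This rise rests on total RNA of the DDX6 experiment, in which these targets had a median change of −0.99. In the poly(A)-selected total RNA of the PABP and eIF4G experiments it was −0.58 and −0.68, near the −0.60 of their DDX6-bound RNA. VAMP3, SLC16A1 and ITGB1 had −0.98, −0.19 and −0.74 in total RNA of the PABP experiment and −0.89, −0.28 and −0.85 in DDX6-bound RNA. CD164 and LAMC1, at −0.58 and −0.70 in total RNA of the PABP experiment, fell less in DDX6-bound RNA. Outside this list, SLC17A5, a lysosomal transporter, had 1.16 (counting SE 0.21) and GALNT7, a Golgi enzyme, 0.97 (counting SE 0.14), whereas the kinase NME4 had −0.74 (counting SE 0.29) and the protease CAPN1, with 2 sites, −0.66 (counting SE 0.23). After miR-155, the signal transducer SMAD5 had 0.61 (counting SE 0.09), the transcription factor BACH1 0.47 (counting SE 0.08) and the cytokine receptor LIFR 0.63 (counting SE 0.09), while RPE had −0.49 (counting SE 0.19) and ORC6 −0.46 (counting SE 0.19). The 15 published miR-155 targets measured had a median of 0.08, which did not stand apart (percentile 83.0). Among all site-containing mRNAs, the shift in DDX6 occupancy was 0.09 (95% bootstrap interval 0.07 to 0.11; 1734 site-containing and 5152 no-site mRNAs) for miR-124 and 0.10 (0.08 to 0.12; 1134 and 7273) for miR-155, both above 10000 random lists. Their total RNA shifted by −0.15 and −0.17 and their DDX6-bound RNA by −0.07 and −0.08. With mRNAs holding a site to the other miRNA as the only controls the miR-124 shift was −0.05, which did not stand apart, and the miR-155 shift 0.11, which did. With the other miRNA's transfection as the reference in place of mock the miR-155 shift was −0.04, apart below random lists, and the miR-124 shift 0.07, apart above them. There were 2 settings chosen after seeing the data. In the first, mean total RNA changes of the PABP and eIF4G experiments gave a miR-155 shift of 0.01, which no longer stood apart. The miR-124 shift was then 0.03, which did. Those libraries were poly(A)-selected and came from separate experiments. Their total RNA shifts for miR-155 were −0.15 (PABP) and −0.04 (eIF4G, the least deeply sequenced), so the 0.01 rests in part on the latter. In the second, random lists matched on transcript length shifted by 0.03 to 0.07 for miR-124, below its 0.09. From the NanoString and RIP-seq measurements together, the paper concludes that DDX6 is enriched on miRNA-targeted mRNAs, as it would be if DDX6 recruitment were part of the mRNP reorganization during repression.

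**Figure D2:**
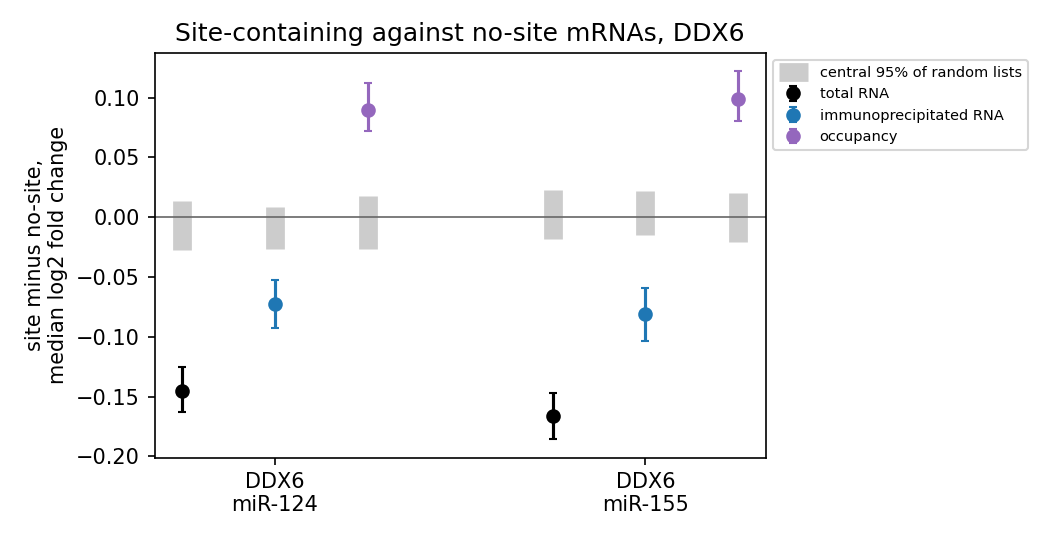
Median log2 fold change of site-containing mRNAs minus that of no-site mRNAs (y axis) in total RNA (black), DDX6-bound RNA (blue) and DDX6 occupancy (purple) for each miRNA (x axis), with 95% bootstrap intervals over genes as error bars and the central 95% of 10000 random lists as gray bars. Occupancy, at 0.09 and 0.10, lies above its gray bars, while total RNA, at −0.15 and −0.17, lies below.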

As with the NanoString analysis, DDX6 occupancy on site-containing RNPs significantly increased in the presence of the cognate miRNA (Fig. 2b; median log_2_ fold change = 0.09, *p* < 10^−15^ for miR-124; median log_2_ fold change = 0.10, *p* < 10^−15^ for miR-155, K–S test). Together, these experiments demonstrate DDX6 enrichment in miRNA-targeted mRNAs, as expected if DDX6 recruitment is part of the mRNP reorganization that occurs during miRNA-mediated repression.

### DDX6 associates with mRNAs with shortened poly(A) tails

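DDX6-bound RNA from mock-transfected cells held mRNAs at very different levels relative to total RNA. Occupancy, set to 0 for the median gene on the log2 scale, was highest on PCBP1, a poly(C)-binding protein, at 3.25, on PNRC1, a small nuclear coactivator that binds decapping factors, at 2.74, and on MRPL12, a mitochondrial ribosomal protein, at 2.52. The reads of PCBP1 are uncertain where they match its paralogs. Other high mRNAs encode ID1, an inhibitor of DNA binding, at 2.12 and the initiation factor EIF1 at 2.08. The lowest values belonged to small nucleolar and other short noncoding RNAs, such as SNORD17 at −6.69, SNORD15B at −6.01 and VTRNA1-3, a vault RNA, at −5.51. Zinc finger genes of the ZNF family, as a group of 340, lay 0.21 above other genes, and 34 genes of endoplasmic reticulum chaperones and the translocon lay 0.64 below, both outside the central 95% of random lists. Each value rests on 1 library pair.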

We noted that mRNAs from the vast majority of expressed genes passed our filtering in the DDX6 pull-down libraries. In pilot RT-qPCR experiments, *GAPDH* mRNA was enriched 28-fold in DDX6 pull-downs over control pull-downs (Additional file 1: Figure S3a). 

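The 28-fold enrichment of GAPDH over control pull-downs was applied to the ratio of DDX6-bound to total RNA of each gene in mock-transfected cells, with GAPDH as the reference. The median enrichment of 9753 genes was then 35.3-fold, and the first percentile lay at 7.12-fold. Enrichment exceeded 1-fold for 99.9% of genes and 2-fold for 99.7%. The 64 mRNAs of cytoplasmic ribosomal proteins had a median occupancy 0.03 (log2) above other genes, and the 67 of mitochondrial ribosomal proteins 0.19 above. Both values lay above the central 95% of random lists of like expression, though the first was −0.22 in the miR-124 transfection and −0.10 in the miR-155 transfection, settings added after seeing the data. The scale rests on the single RT-qPCR value of GAPDH, which the paper reports, and genes under 1 FPKM in either mock library are not in the table. The paper proposes from this breadth of binding that DDX6 acts in repressive pathways beyond that of miRNAs and in constitutive decay.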

Normalizing RIP-seq results using this 28-fold enrichment suggested that transcripts from nearly all of the expressed genes were enriched above background in the DDX6 immunoprecipitations (Additional file 1: Figure S3b). Although we cannot formally rule out the idea that endogenous miRNAs down-regulate mRNA from nearly all of the expressed genes, this widespread DDX6 binding suggested that DDX6 plays roles in repressive post-transcriptional regulatory pathways in addition to the miRNA pathway, as well as in constitutive degradation. Such a model is consistent with its interaction with CNOT1, a core deadenylase component, and the observation that *DDX6* is an essential gene in many cell lines, including GBM cells, in which DICER is not essential [62].

To explore the state of the DDX6-associated mRNA, we next investigated the relationship between DDX6 relative occupancy and poly(A)-tail length. 

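PAL-seq measures the length of individual poly(A) tails on sequenced 3′ ends, and the authors deposited 1 mean tail length in nucleotides (nt) per RefSeq transcript and library. A few values lie below 0, for reasons that were not tested. For DDX6 there were 4 libraries of oligo(dT)-selected RNA, namely total RNA of mock-transfected cells and DDX6-bound RNA after mock, miR-124 and miR-155 transfection. The total RNA library lists 5868 transcripts, and the DDX6-bound libraries list 5864, 6338 and 4565. Gene symbols were found for 99.2% of the 8053 transcripts in any PAL-seq library. The number of tags behind each mean is not in these tables, so the depth is unknown and no error can be given for a single transcript. The paper reports a minimum of 100 tags, which could not be checked. As a measure of spread, mean tail lengths of total RNA were compared between this experiment and the parallel PABP experiment. They had a Spearman correlation of 0.640 (4152 transcripts) and a median gap of 8.58 nt. Over the square root of 2 this gap is 6.06 nt for a single library, a median deviation rather than an SD. Tail lengths in bound and total RNA were compared transcript by transcript, with 95% intervals from 1000 bootstrap draws over transcripts, which are not independent replicates.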

We used poly(A)-tail length profiling by sequencing (PAL-seq) [36] to determine tail lengths in both DDX6-immunoprecipitated and steady-state total mRNA from mock and miR-124- and miR-155-transfected cells. 

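Tail lengths of DDX6-bound and total mRNA ranked transcripts differently. ACTB, encoding β-actin, had a mean tail of 113 nt in total mRNA and of 67.2 nt in DDX6-bound mRNA, whereas RPL19, a ribosomal protein, had 82.3 and 74.8 nt, so that their order turned around. In total RNA of the PABP experiment, at 96.1 and 102.5 nt, their order was that of DDX6-bound mRNA. TNPO2, an import receptor, kept one of the longest tails in both (162 and 121 nt), and PNRC1 one of the shortest (34.2 and 12.2 nt). The histone gene H2BC5, whose mRNAs mostly lack a poly(A) tail, had −2.24 and −6.98 nt. Across 4768 transcripts in mock-transfected cells the Spearman correlation was 0.247 (95% bootstrap interval 0.219 to 0.275). Set against the total RNA of the PABP experiment it was 0.391, over 1.5 times as high.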

When comparing results for the DDX6-immunoprecipitated mRNA with those of the total mRNA, mean tail lengths were weakly, although significantly, correlated (Fig. 3a; *r*_*s*_ = 0.26, *p* < 10^−15^). Strikingly, however, the mean tail lengths tended to be shorter in the co-immunoprecipitated samples (*p* < 10^−15^, Mann–Whitney U test). Indeed, for mRNAs from > 90% of the genes, mean tail lengths were shorter, with a median difference of 28 nucleotides (Fig. 3b). 

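Tails were shorter in DDX6-bound than in total mRNA for most transcripts, and the median difference was below 0 in each gene list examined. PPP1R15B, a regulator of the integrated stress response, had 131 nt in total (77.0 nt in total RNA of the PABP experiment) and 8.95 nt in DDX6-bound mRNA, COL4A2, a basement membrane collagen, 128 and 12.9 nt, and the chromatin remodeling subunit ARID2 130.2 and 12.6 nt. SELENOK (SELK in the paper) had 83.2 and 29.0 nt, CCND2, a cyclin, 125 and 59.2 nt, and GAPDH 66.1 and 52.4 nt. Transcripts of cytoplasmic ribosomal proteins were shortened least among the gene lists, with a median of −12.7 nt over 45 transcripts compared with −30.2 nt for the rest (difference 17.4 nt, percentile 100 among random lists). Mitosis genes, with a median of −39.9 nt over 23, lay below the central 95% of random lists. A minority had longer tails in DDX6-bound mRNA, such as COPS7A (84.7 and 161 nt) and UXS1 (53.0 and 118 nt), but with miR-124 these DDX6-bound tails measured 71.0 and 23.0 nt. Overall 91.1% of 4768 transcripts were shorter (interval 90.3 to 92.0%), with medians of 52.2 and 82.8 nt and a median difference of −29.4 nt (−30.3 to −28.6). Transcripts rather than replicates give these intervals, since each condition has 1 library.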

Our observation that mRNAs more associated with DDX6 have shorter tails than do co-expressed transcripts less associated with DDX6 is consistent with the direct interaction between DDX6 and the CCR4-NOT deadenylase complex [41, 43, 44].

**Fig. 3:**
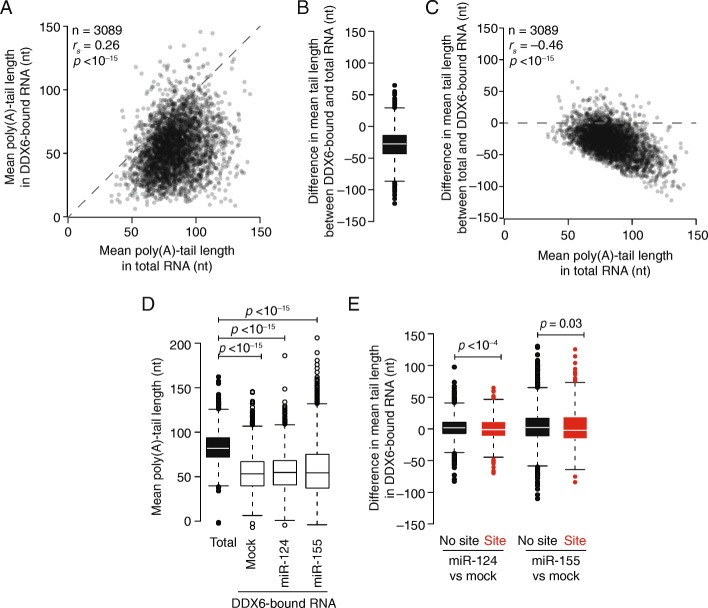
DDX6-bound mRNAs have shorter poly(A) tails. **a** Comparison of mean poly(A)-tail lengths of DDX6-bound mRNA with those of total mRNA. Results are plotted for each gene with sufficient PAL-seq tags in both samples. **b** The differences in mean poly(A)-tail lengths observed between DDX6-bound and total mRNA for each gene plotted in **a** (*white line*, median; *box*, quartiles; *whiskers*, 1.5 interquartile range). **c** Relationship between the difference in mean tail lengths observed between the DDX6-bound and total mRNA with respect to the mean tail lengths of total mRNA. **d** Mean poly(A)-tail lengths in the total mRNA and in DDX6-bound RNA following the indicated transfections (*line*, median; *box*, quartiles; *whiskers*, 1.5 interquartile range). Significance of the differences was evaluated using the paired Mann–Whitney U test. **e** The modest effects of miRNAs on mean poly(A)-tail lengths of DDX6-bound mRNAs. Plotted are the changes in mean poly(A)tail lengths of DDX6-bound mRNAs when comparing samples with the indicated transfected and mock-transfected miRNAs, distinguishing the results for mRNAs that contain at least one site to the cognate miRNA (site, *red*) from those for mRNAs that do not (no site, *black*). Significance was evaluated using the two-tailed K–S test

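Transcripts with longer tails in total mRNA tended to have larger differences. SRSF6, a splicing factor, had 143 nt in total (103 nt in total RNA of the PABP experiment) and 38.4 nt in DDX6-bound mRNA (−105 nt), ZC3H11A 157 and 75.1 nt (−82.0 nt), and the antiviral gene IFI6 149 and 85.5 nt (−64.0 nt), but TNPO2, with one of the longest tails, differed by −40.7 nt. At the other end, ASF1A, a histone chaperone, had 37.6 and 25.4 nt (−12.2 nt) and PAX6, a transcription factor, 38.0 and 31.8 nt (−6.21 nt). In 4 groups of 1192 transcripts each, ranked by total tail length and with median tails of 65.1, 77.9, 88.4 and 105 nt, the median differences were −19.4, −24.1, −34.0 and −48.9 nt. The median DDX6-bound tail went from 43.6 nt in the group with the shortest total tails to 59.3 nt in that with the longest. The Spearman correlation between the difference and the total tail length was −0.466 (95% bootstrap interval −0.489 to −0.443). Both sides of it hold the same total RNA measurement. With total tail lengths from the PABP experiment on one side it was −0.103 over 3648 transcripts, for which the shared measurement gave −0.449. The paper proposes from this relation either that DDX6 prefers shortened tails, so that long tails must lose more before it binds, or that it stays bound to long-tailed mRNAs while deadenylation proceeds.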

Interestingly, mRNAs with the longest steady-state tail lengths also exhibited the largest amounts of deadenylation in the DDX6-bound population (Fig. 3c). This result is consistent with either of two models: DDX6 might preferentially associate with mRNAs with shortened tails, and thus relatively more of the poly(A) tail would need to be lost for DDX6 to associate with the initially long-tailed mRNAs. Indeed, as mentioned earlier, DDX6-bound poly(A)-tail length only weakly correlated with total-mRNA tail length (*r*_*s*_ = 0.26, *p* < 10^−15^), which is also consistent with a model in which DDX6 associates after some deadenylation has occurred. Alternatively, for longer-tailed species, DDX6 might associate at the onset of tail shortening and remain associated while deadenylation proceeds, before these transcripts are decapped and degraded.

We next determined the extent to which miRNA-mediated repression altered the tail lengths of DDX6-associated mRNAs. As observed for DDX6-bound mRNAs in the mock transfection, tails of DDX6-bound mRNAs in miR-124- and miR-155-transfected cells were significantly shorter than those of total mRNA in the cell (Fig. 3d; *p* < 10^−15^, Mann–Whitney U test). 

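After miRNA transfection the DDX6-bound tails were again shorter. With miR-124 the mean tails of PPP1R15B, ADAM17 and ACTB in DDX6-bound mRNA were 29.0, 22.1 and 57.3 nt, and with miR-155 they were 34.9, 32.3 and 49.9 nt. Over 5044 transcripts the median difference from total mRNA was −27.3 nt (95% bootstrap interval −28.2 to −26.5) with miR-124, and 90.6% of transcripts were shorter. With miR-155 it was −27.1 nt (−28.1 to −25.8) over 3806 transcripts, of which 82.1% were shorter. There was a single library of total mRNA for all 3 transfections, from mock-transfected cells, so the comparisons share it. The differences with miR-124 and miR-155 therefore also hold any change between transfections.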

When comparing mRNAs with sites to the cognate miRNA to those without, median tail lengths of DDX6-bound mRNAs with sites were significantly shorter in the presence of the miRNA (Fig. 3e; *p* < 10^−4^ and *p* = 0.03, Mann–Whitney U test), although the magnitude of these differences (3–5 nucleotides) was small relative to the median amount of shortening undergone by the DDX6-bound population (27–29 nucleotides; Fig. 3d).

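Tail lengths of DDX6-bound mRNA were compared between miRNA and mock transfection. For mRNAs with a miR-124 site the median change was −0.43 nt (689 mRNAs), compared with 2.00 nt for 2200 no-site mRNAs, a difference of −2.43 nt (95% bootstrap interval −4.72 to −0.23). For mRNAs with a miR-155 site it was −2.33 nt (309 mRNAs) compared with 2.20 nt for 2353, a difference of −4.53 nt (−7.19 to −1.55). Both differences lay below the central 95% of random lists matched on expression (percentiles 0.92 and 0.745). CCND2, which carries 2 miR-124 sites, had 53.8 nt with miR-124, and XPO5, with 1 site, had 80.2 nt compared with 46.8 nt in the mock transfection. When mRNAs with a site to the other miRNA alone were the controls, the miR-124 difference was −3.66 nt and no longer stood apart. The miR-155 difference was then −5.08 nt and stood apart. With the other miRNA's transfection as the reference, the differences were −2.76 nt (miR-124) and −3.26 nt (miR-155), both apart. The mock and miR-124 libraries of DDX6-bound RNA correlated at 0.520 (Spearman, 5040 transcripts) and the mock and miR-155 libraries at 0.402 (3797 transcripts), so a single mRNA's change is uncertain. From these tail lengths the paper proposes that DDX6 binds in the miRNA pathway with dynamics broadly like those in other decay pathways.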

In summary, although DDX6 has been reported to be essential for miRNA-mediated repression, our results demonstrate that DDX6 is recruited to a broad diversity of mRNAs with short tails, thus arguing for roles of DDX6 beyond the miRNA pathway per se. Upon the addition of a miRNA, DDX6 was strongly recruited to the cognate targets, despite the fact that the tail lengths of the DDX6-bound cognate targets were not much shorter than those of other DDX6-bound mRNAs. This observation suggests that, when acting in the miRNA pathway, the dynamics of DDX6 binding are broadly similar to those of its binding in other mRNA decay pathways. Thus, the increased association of DDX6 with cognate targets is likely due to the recruitment of the CCR4–NOT complex (via TNRC6) rather than any direct interactions with machinery specific to the miRNA pathway, such as AGO2.

### PABPC1 dissociation tends to precede DDX6 recruitment and detectable miRNA-mediated deadenylation

Work with reporters in vitro and in vivo has indicated that, during miRNA-mediated repression, PABP dissociates prior to mRNA deadenylation [38, 47] and, indeed, early studies of deadenylation suggest that PABP might need to dissociate in order for deadenylases, especially the CCR4-NOT complex, to act on a poly(A) tail [63]. To investigate this process for endogenous mRNAs transcriptome-wide, we determined the lengths of poly(A) tails in the total and PABP-bound fractions in the presence and absence of miR-124 or miR-155, using an antibody against PABPC1, the most highly expressed PABP in the cytoplasm of HEK293 cells. 

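The PABP experiment also had 4 PAL-seq libraries of HEK293 cells, given by the authors as mean tail lengths per transcript. They were 1 of total RNA after mock transfection and 1 each of PABP-bound RNA after mock, miR-124 and miR-155 transfection. They list 4460, 4625, 4178 and 3927 transcripts. Their median mean tail lengths were 83.5 nt in total RNA and 86.3, 88.9 and 90.3 nt in PABP-bound RNA. Tag numbers are not given here either, so the depth is unknown. PABP-bound libraries ranked transcripts alike, with Spearman correlations of 0.886 (4001 transcripts) between mock and miR-124 and 0.887 (3833) between mock and miR-155. Comparisons were made as for DDX6, within each pair of libraries and over the transcripts listed in both.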

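Transcripts kept much of their rank between PABP-bound and total mRNA. IFI6 had one of the longest tails in both (144 nt bound and 154.8 nt in total mRNA), as did TNPO2 (122 and 153 nt), and the proteasome subunit PSMA5 had one of the shortest (48.5 and 41.0 nt). Transcripts of the chaperonin CCT, which folds actin and tubulin, had short tails in total mRNA (median 66.3 nt, 6 transcripts), and those of the extracellular matrix and integrins had long ones (median 109 nt, 9 transcripts). Both lists lay outside the central 95% of random lists (−17.2 nt and 25.4 nt from other transcripts). The Spearman correlation across 3646 transcripts of mock-transfected cells was 0.790 (95% bootstrap interval 0.775 to 0.804). With the total RNA of the DDX6 experiment in place of its own it was 0.636. From the strength of this correlation, compared with that for DDX6, the paper proposes that PABP is present through most of an mRNA's cytoplasmic life and DDX6 near its end.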

When comparing the PABP-bound and total mRNA populations, mean tail lengths were highly correlated (Fig. 4a; *r*_*s*_ = 0.89), which was significantly different from what we observed in the DDX6 analysis (Fig. 3a; *p* < 10^−15^, Fisher’s r-to-z calculation). These results suggested extensive overlap between the PABP-bound and total mRNA populations, and less overlap between the DDX6-bound and total mRNA populations, consistent with a role for PABP throughout most of the lifetime of the cytoplasmic mRNA but a role for DDX6 only in its waning phases.

**Fig. 4:**
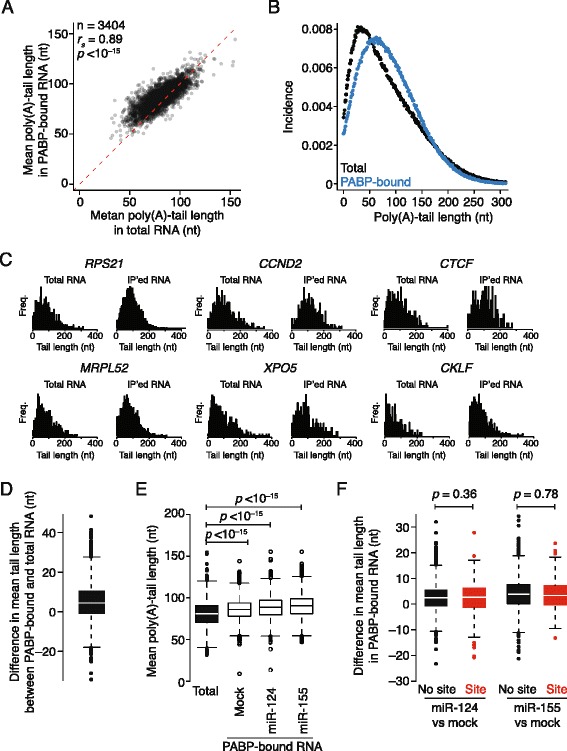
Poly(A)-tail lengths of PABP-bound transcripts. **a** Comparison of poly(A)-tail lengths of PABP-bound mRNA with those of total mRNA. Otherwise, this panel is as in Fig. 3a. **b** Tail-length distributions of metagenes constructed from total mRNA (*black*) and PABP-associated mRNA (*blue*). **c** Tail-length distributions of total mRNA and PABP-associated mRNA from the indicated genes. **d** The differences in mean poly(A)-tail lengths observed between PABP-bound and total mRNA for each gene plotted in **a** (*line*, median; *box*, quartiles; *whiskers*, 1.5 interquartile range). **e** Mean poly(A)-tail lengths in the total mRNA and in PABP-bound RNA following the indicated transfections. Otherwise, this panel is as in Fig. 3d. **f** The negligible effects of miRNAs on mean poly(A)-tail lengths of PABP-bound RNA. Otherwise, this panel is as in Fig. 3e

Metagene analyses comparing the PABP-bound and total samples revealed that short poly(A) tails (i.e., those shorter than 50 nucleotides) were significantly depleted in the PABP-bound samples (Fig. 4b; *p* < 10^−9^, Wilcoxon rank test). We then examined the poly(A)-tail length distributions for six specific mRNAs (Fig. 4c), chosen because their PABP occupancies spanned a tenfold range and because their steady-state mean poly(A)-tail lengths varied by > 30 nucleotides (Fig. 4c). 

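The mean tail lengths of these mRNAs are given as PABP-bound and total. RPS21, a ribosomal protein, had 91.7 and 80.4 nt, CKLF, a chemokine-like factor, 68.7 and 60.3 nt, CTCF, the insulator-binding protein, 101 and 95.0 nt, and CCND2 111 and 106 nt. MRPL52, a mitochondrial ribosomal protein, had 79.1 and 81.7 nt and the export receptor XPO5 90.6 and 91.7 nt. Apart from RPS21, these differences are smaller than the median gap of 8.58 nt between the total RNA libraries of both experiments. PABP occupancy in untransfected cells, on the log2 scale with the median gene at 0, was 1.42 on RPS21, 1.29 on MRPL52, 0.63 on CKLF, 0.43 on CCND2, −0.67 on XPO5 and −0.77 on CTCF. In mock-transfected cells RPS21 lay at 2.32, CTCF at −1.04 and CCND2 at −0.62.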

Although with these genes, as for many others, the mRNA tail-length distributions were broadly similar, the immunoprecipitated samples appeared to be depleted for short-tailed species. Consistent with this result, the overall mean tail lengths tended to be longer in the PABP-bound fraction than in the total population (Fig. 4d, e; *p* < 10^−15^, Mann–Whitney U test), although these differences were less than those observed in the DDX6 tail-length analysis (Figs. 3b cf*.* 4d; median differences of –28 and +4 nucleotides, respectively).

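The tails of many mRNAs were somewhat longer in the PABP-bound fraction. CUL3, a ubiquitin ligase scaffold, had 98.4 nt bound and 58.2 nt in total mRNA, the deubiquitinase USP1 98.8 and 59.7 nt, and GAPDH 89.2 and 77.4 nt. In total RNA of the DDX6 experiment CUL3 and USP1 had 79.1 and 78.4 nt, which leaves smaller differences. Others were shorter when bound, including ACTB (86.4 and 96.1 nt). In mock-transfected cells 71.0% of 3646 transcripts were longer, and the median difference was 4.38 nt (95% bootstrap interval 4.12 to 4.73). With miR-124 it was 7.43 nt (7.05 to 7.87; 3403 transcripts) and with miR-155 8.36 nt (8.04 to 8.62; 3320 transcripts). Total RNA was that of mock-transfected cells in each case, so these 2 values also hold any change between transfections. PABP-bound tails of the mock transfection differed by a median of −2.43 nt from those with miR-124 and of −3.82 nt from those with miR-155. Between total RNA of the PABP and DDX6 experiments the median difference was 0.236 nt (4152 transcripts). In 4 groups by total tail length the median difference of bound from total tails was 12.2, 6.17, 3.21 and −1.47 nt from the shortest to the longest. The groups and the difference hold the same total RNA measurement. Across 3497 transcripts the Spearman correlation of the difference with the total tail was −0.594, and with total tail lengths from the DDX6 experiment on one side it was −0.217.

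**Figure D3:**
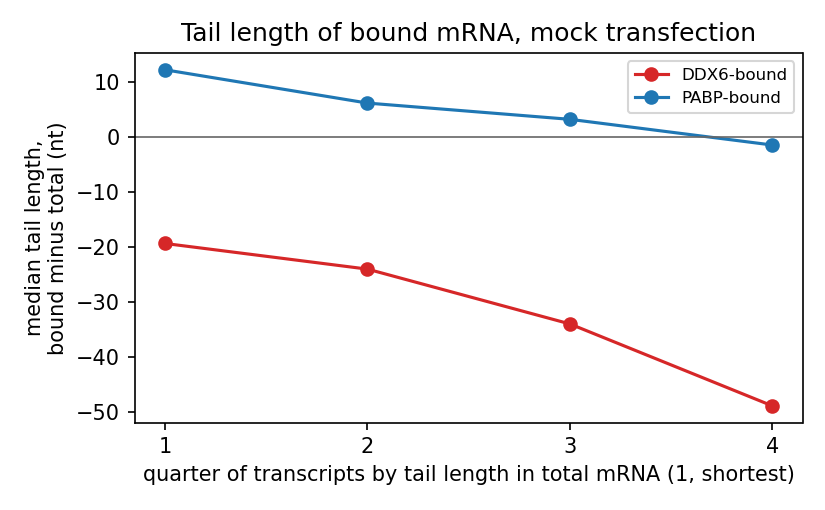
Median difference in mean tail length between bound and total mRNA of mock-transfected cells, in nt (y axis), for 4 groups of transcripts by tail length in total mRNA (x axis, 1 the shortest), with DDX6-bound mRNA in red and PABP-bound mRNA in blue. PABP-bound tails go from 12.2 nt longer in the group with the shortest tails to −1.47 nt in that with the longest, and DDX6-bound tails lie below 0 in each group. The groups and the differences share the total RNA measurement.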

Interestingly, the metagene comparison also revealed that the longest poly(A) tails (i.e., those longer than 180 nucleotides) were also significantly depleted in the PABP-bound sample (Fig. 4b; *p* < 10^−15^, Wilcoxon rank sum test), although this depletion was more subtle than that for short tails. This depletion is consistent with some of the long-tailed mRNAs being preferentially associated with nuclear PABP, as expected if they were either still in the nucleus or freshly exported to the cytoplasm [64].

To explore a potential link between miRNA-mediated loss of PABP (Fig. 1b, d) and poly(A) tail shortening, we measured the tail lengths of PABP-bound mRNAs following either miRNA or mock transfection and compared results for mRNAs containing cognate sites with those of mRNAs lacking cognate sites. 

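In PABP-bound mRNA the tails of miRNA targets and of other mRNAs shifted alike between transfections. With miR-124 the median change from mock was 2.70 nt for 370 site-containing and 2.47 nt for 1954 no-site mRNAs, a difference of 0.24 nt (95% bootstrap interval −0.37 to 0.78). With miR-155 it was 4.14 nt for 206 and 3.86 nt for 2443, a difference of 0.28 nt (−1.19 to 1.52). Neither difference stood apart from random lists (percentiles 53.7 and 60.1). CCND2 had 123 nt with miR-124, to which it has 2 sites, and XPO5 had 90.3 nt. With a site to the other miRNA alone as the control, the miR-155 difference was −0.0044 nt. The paper proposes from these results that PABP may dissociate before or at the onset of miRNA-mediated deadenylation.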

For both the miR-124 and the miR-155 analyses, no significant difference was observed (Fig. 4f; *p* = 0.36 and 0.78, respectively). Together, these results suggested that, as observed with reporters [38, 47], PABP might dissociate prior to or at the onset of miRNA-mediated deadenylation. The striking differences with the results for the DDX6 pull-downs, with respect to both the longer lengths of the tails of PABP-associated mRNAs and the lack of any detectable miRNA-mediated shortening of PABP-associated mRNAs, suggest that PABP tends to dissociate before DDX6 dissociates and, indeed, might even dissociate before DDX6 is recruited.

### Poly(A)-tail length exerts little influence on PABPC1 occupancy in human cells

The loss or recruitment of factors such as PABP and DDX6 during miRNA-mediated repression suggests that mRNP organization might vary for different mRNA species as a result of the cumulative effects of different regulatory pathways acting on these mRNPs. To explore mRNP organization more generally, we examined eIF4E, eIF4G, and PABP occupancies in untransfected cells.

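For untransfected HEK293 cells 1 library each was made of total RNA and of RNA bound to eIF4E, the cap-binding protein, to eIF4G and to PABP. The sample records label these cells as mock, whereas the paper calls them untransfected. The authors deposited FPKM for 8328 genes, all with at least 5 FPKM in total RNA. With transcript lengths from the PABP experiment, which cover 6427 of the genes, the values correspond to 4094356 reads for total RNA, 4703165 for eIF4E, 5251150 for eIF4G and 4870777 for PABP. The median gene had 264 reads in total RNA and 206 to 306 in the bound fractions. Occupancy was computed for 8116 genes above 1 FPKM in all 4 libraries, as the log2 ratio of bound to total FPKM, and the median gene was set to 0. The 3 occupancies share the total RNA library, so its errors enter each of them. For each gene list, the median minus that of all other genes was set against 10000 random lists matched on expression.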

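GAPDH lay above the median gene in all 3 occupancies, by 1.02 for eIF4E, 1.55 for eIF4G and 0.50 for PABP on the log2 scale. ACTB and RPL19, the other reference mRNAs, were also high, at 2.04 and 2.32 for eIF4E and 1.01 and 0.62 for PABP. Few of the 8328 expressed genes were missing from the bound fractions. At 0 FPKM were 39 genes in the eIF4E, 28 in the eIF4G and 7 in the PABP fraction, and at or under 1 FPKM were 176, 157 and 9. With 1 library each, a value of 0 does not by itself show that the mRNA was unbound. Control pull-downs were not analysed here, and binding above background cannot be read from these libraries alone.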

Based on the enrichment of our benchmarking mRNA, *GAPDH*, essentially all expressed mRNAs were bound by these proteins, albeit to differing extents (Additional file 1: Figures S1 and S4). To examine directly whether lowly bound transcripts were indeed enriched in PABP immunoprecipitations, we used RT-qPCR to measure the amount of RNA in PABP pull-downs compared with control IgG pull-downs. 

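In RIP-seq the PABP occupancies, with the median gene at 0 on the log2 scale, were 2.06 for SELK (a selenoprotein, listed as SELENOK), 2.05 for RPLP2, a ribosomal stalk protein, 1.69 for ATP5I, an ATP synthase subunit, 0.50 for CDKN3, a cell cycle phosphatase, and −1.53 for MPRIP, which binds myosin phosphatase. For eIF4E they were 4.34 for SELK, 4.13 for ATP5I, 3.70 for RPLP2, 1.87 for CDKN3 and −1.69 for MPRIP. Another transcript of this set was not analysed here.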

We examined seven transcripts, which were chosen to represent a wide range of PABP occupancies (*GAPDH*, *SELK*, *RPLP2*, *ATP5I*, *CDKN3*, *MPRIP*, and *XIST*), and each of these transcripts was enriched in the PABP immunoprecipitations (Additional file 1: Figure S4a). Even *XIST*, whose occupancy was the lowest among those measured, was enriched in PABP immunoprecipitations. (Presumably, some *XIST* RNA, which is restricted to the nucleus, is bound by the small amount of cytoplasmic PABP found therein [65].) Moreover, the fraction of input immunoprecipitated by RT-qPCR corresponded with the RIP-seq occupancy values (*r*_*s*_ = 0.86; Additional file 1: Figure S4b). Together, these experiments indicate that even the lowest-bound mRNAs were nonetheless enriched in our PABP immunoprecipitations and that our RIP-seq occupancy values reflected quantitative differences in PABP binding.

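The same small mRNAs had high eIF4E and eIF4G occupancy. TMSB10 and TMSB4X, which encode β-thymosins that bind actin monomers, had 4.45 and 4.21 for eIF4E and 4.48 and 4.20 for eIF4G, and the ubiquitin-like UBL5 and the RNA polymerase II subunit POLR2J had 4.53 each for eIF4E and 4.17 and 4.24 for eIF4G. DDX3X, an RNA helicase, filamin A (FLNA) and the spliceosome core protein PRPF8 were low for both, at −2.92, −3.38 and −2.66 for eIF4E and −2.78, −3.02 and −2.29 for eIF4G. The β1 integrin mRNA (ITGB1) was lower still, at −5.25 and −5.35. Nuclear-encoded subunits of the respiratory chain and ATP synthase lay 2.65 above other genes in eIF4E and 2.60 in eIF4G occupancy (70 mRNAs). Across 8116 genes the Spearman correlation of the occupancies was 0.977 (95% bootstrap interval 0.975 to 0.979), over genes that are not independent replicates and with the total RNA library in common. The paper concludes that eIF4E and eIF4G occupancies are strongly correlated, more so than might have been anticipated.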

We next compared eIF4E and eIF4G occupancies and found that these were strongly correlated (Fig. 5a; *r*_*s*_ = 0.98, *p* < 10^−15^). Although this result was consistent with previous biochemical results, the correlation of eIF4E and eIF4G occupancies was stronger than might have been anticipated. Similarly, both occupancies were significantly correlated with PABP occupancy, although these relationships were not as strong as that observed between eIF4E and eIF4G (Fig. 5b, c; *r*_*s*_ = 0.78, *p* < 10^−15^ and *r*_*s*_ = 0.81, *p* < 10^−15^, respectively). Together, these results were consistent with the closed-loop model and the known interactions between eIF4G and both eIF4E and PABP [66, 67].

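PABP occupancy followed that of the cap-binding factors less closely. SEC61G, a subunit of the translocon, and MRPL33, a mitochondrial ribosomal protein, were high for PABP (2.04 and 1.83) and for eIF4E (2.79 and 4.06). The chaperonin subunit CCT8 differed, at −0.43 for eIF4E and 0.59 for PABP, as did the chromatin remodeler SMARCA4 (0.69 and −2.10), and the integrin mRNA ITGB1, so low for the cap-binding factors, had −0.27 for PABP. The Spearman correlation of PABP with eIF4E occupancy was 0.774 (95% bootstrap interval 0.764 to 0.783) and with eIF4G occupancy 0.794 (0.784 to 0.803). In mock-transfected cells, where PABP and eIF4G have separate total RNA libraries, the latter was 0.716 (0.704 to 0.726; 9098 genes). Depth and the set of genes differ there too. The median gene had 52 reads in total RNA of the eIF4G experiment and 96 in its bound fraction, compared with 264 and 232 in untransfected cells. Genes enter from 1 rather than 5 FPKM in total RNA. The lower value therefore cannot be put down to separate libraries alone.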

**Fig. 5:**
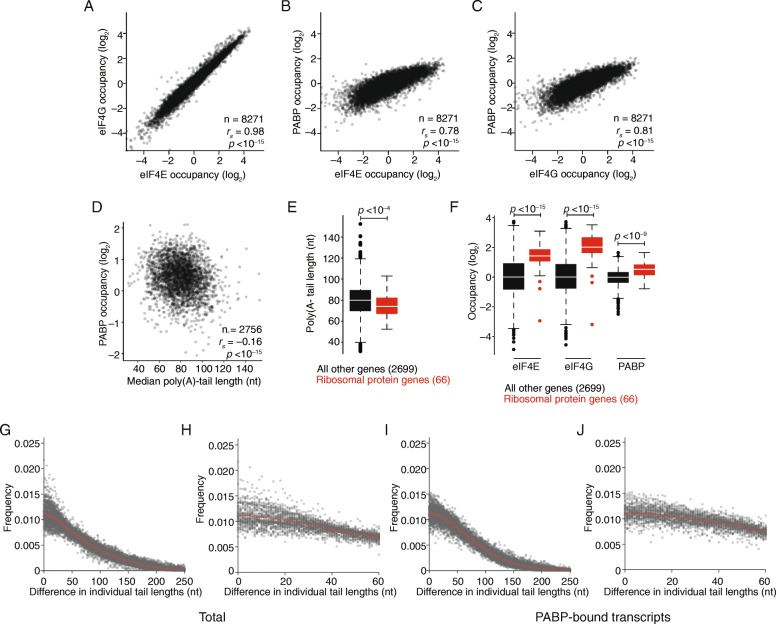
The weak relationship between mean poly(A) tail length and PABP occupancy in human cells. **a** Comparison of eIF4E and eIF4G occupancies for mRNAs of each gene that exceeded the expression cutoffs for quantification. **b** Comparison of eIF4E and PABP occupancies; otherwise as in **a. c** Comparison of eIF4G and PABP occupancies; otherwise as in **a. d** Relationship between PABP occupancy and mean poly(A)-tail length for mRNAs of each gene that exceeded the expression cutoffs for quantification. **e** Mean poly(A)-tail lengths of mRNAs of ribosomal protein genes (*red*) and of mRNAs of other genes (*black*). Significance was evaluated using the two-tailed K–S test. **f** eIF4E, eIF4G, and PABP occupancies for mRNAs of ribosomal protein genes (*red*) and those of other genes exceeding the expression cutoff (*black*). Significance was evaluated using the two-tailed K–S test. **g** Phasing analysis of poly(A)-tail lengths of total mRNA. For each of 100 randomly selected genes, each pairwise difference of individual tail lengths was calculated, and the normalized frequency for each possible difference was plotted (*grey points*) together with the average frequency (*red points*). **h** A zoomed-in version of **g**, focusing on differences between 0 and 60 nucleotides. **i** Phasing analysis of poly(A)-tail lengths of PABP-bound mRNA; otherwise, as in **g. j** A zoomed-in version of **i**, focusing on differences between 0 and 60 nucleotides

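Among the mRNAs with low PABP occupancy were MACF1, a spectraplakin, at −2.99, MYH9, a nonmuscle myosin, at −2.18, the cohesin subunit SMC1A at −2.01 and the DNA methyltransferase DNMT1 at −1.81. At the high end, the transcripts of COX14, an assembly factor of cytochrome oxidase, and S100A10 had 1.77 and 1.76. The highest value was 1398-fold above the lowest for eIF4E, 1310.0-fold for eIF4G and 45.3-fold for PABP. Between the first and 99th percentile the range was 80.6-fold for eIF4E, 67.9-fold for eIF4G and 9.14-fold for PABP. Among genes above 5 FPKM in each library the full ranges were 700.2-fold for eIF4E, 527-fold for eIF4G and 45.3-fold for PABP.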

Although the core factors are usually considered to bind to nearly all cytoplasmic mRNAs, we observed a 10- to > 100-fold range in relative occupancies when comparing mRNAs from different genes (Fig. 5a–c). In the case of PABP, in vitro work has shown that PABP binds cooperatively and tightly to poly(A) stretches, leading to the prevailing idea that differences in poly(A) tail length cause corresponding differences in PABP binding. 

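PABP-bound and total mRNA were compared per transcript in mock-transfected cells. The mRNAs of CKAP2, a spindle protein, COPB1, a coatomer subunit, and HSPH1, a chaperone, had bound tails 39.2, 38.4 and 38.0 nt longer than their total tails of 52.0, 47.5 and 63.6 nt. These tails measured 70.9, 67.2 and 90.0 nt in total RNA of the DDX6 experiment, so part of these differences rests on the total RNA library. NOP56, a nucleolar protein, CYTH1 and LARP1, which binds TOP mRNAs, had bound tails that differed by −25.2, −24.6 and −24.0 nt. Genes of mRNP, silencing and decay factors (7 transcripts) had a median difference of 14.4 nt, and proteasome subunits (25 transcripts) one of 7.53 nt. Both lay above the central 95% of random lists (percentiles 99.0 and 98.1). No other list tested for this difference stood apart, and with many lists some can do so by chance. In total RNA, which enters the difference, these lists lay at −6.44 and −5.92 nt from other genes and did not stand apart.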

A hint of such a relationship was observed for mRNAs derived from the same gene, although when comparing PABP-associated and total mRNA the median difference between average tail lengths was only six nucleotides (Fig. 4d). However, when analyzing mRNAs from different genes we found that tail length did not positively correlate with PABP occupancy (*r*_*s*_ = –0.16; Fig. 5d). 

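The mRNAs with the highest PABP occupancy did not have the longest tails. RPLP2 and SELK, at the top, had tails of 83.4 and 86.1 nt in total RNA, near the median, whereas COL4A2, with an occupancy of −1.37, had one of 124.04 nt. Cytoskeleton and motor genes lay low in PABP occupancy, 42 mRNAs with a median −0.52 from other genes, and extracellular matrix and integrin genes, whose tails are long, lay at −1.02 (15 mRNAs). Both lay below the central 95% of random lists, though with transcript length matched as well the extracellular matrix list (−0.96) did not. Across 3702 genes the Spearman correlation of PABP occupancy with mean tail length was −0.262 (95% bootstrap interval −0.291 to −0.231). Over the 3012 genes with a transcript length, occupancy also correlated with length (−0.796), as did tail length (0.297), and with length held fixed the correlation of occupancy and tail length was −0.0292 (−0.0676 to 0.0071). From the lack of a positive correlation the paper proposes that tail length has little influence on mRNP organization in these cells.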

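The occupancies of the cap-binding factors were compared with tail lengths in the same way. Initiation factor mRNAs, whose tails were short (median 74.3 nt, 21 transcripts), ranged in eIF4E occupancy from EIF4EBP1, the eIF4E-binding protein, at 3.93 to EIF3A, the largest subunit of eIF3, at −3.02. Across 3702 genes the Spearman correlation was −0.134 (95% bootstrap interval −0.165 to −0.103) for eIF4E and −0.155 (−0.186 to −0.125) for eIF4G. With the tail lengths of the DDX6 experiment's total RNA (4920 genes) they were −0.268 and −0.284.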

Similar results were observed with respect to eIF4E and eIF4G occupancy (*r*_*s*_ = –0.02, –0.04; Additional file 1: Figure S5). These results thus suggest that, in this human cell line, poly(A)-tail length has surprisingly little influence on mRNP organization, with no sign of a relationship between longer tails and greater occupancy of the factors examined. Indeed, mRNAs of ribosomal protein genes, which are known to have poly(A) tails that tend to be shorter than those of other genes (Fig. 5e; *p* = 0.001) [36], had some of the highest eIF4E, eIF4G, and PABP occupancies and, as a class, had occupancies that were significantly higher than those observed for the mRNAs of the rest of the genes (Fig. 5f; *p* < 10^−15^, *p* < 10^−15^, *p* < 10^−9^, respectively).

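The mRNAs of cytoplasmic ribosomal proteins had high occupancy of all 3 factors. Of 75 measured, 71 lay above the median of other genes for eIF4E, 71 for eIF4G and 73 for PABP, and their medians lay 1.88, 2.48 and 0.81 above it on the log2 scale. RPL36 had 4.19 for eIF4G and 1.77 for PABP, and RPL36AL and RPL38 had 3.88 and 3.85 for eIF4E. RPL7, whose reads may be shared with its processed pseudogenes, was low, at −1.16 for eIF4E and −1.67 for eIF4G. The 3 medians lay above 10000 random lists matched on expression (percentile 100). With random lists matched on transcript length as well, which these short mRNAs call for, the eIF4G median still stood apart, while those for eIF4E (percentile 63.3) and PABP (percentile 76.3) did not. In total RNA of the PABP experiment their median tail was 74.4 nt (46 transcripts), which is −9.14 nt from other genes and below the central 95% of random lists (−6.00 to 2.97), and in that of the DDX6 experiment −7.57 nt, which did not stand apart. The paper gives this group as an example of mRNAs with short tails and high occupancy.

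**Figure D4:**
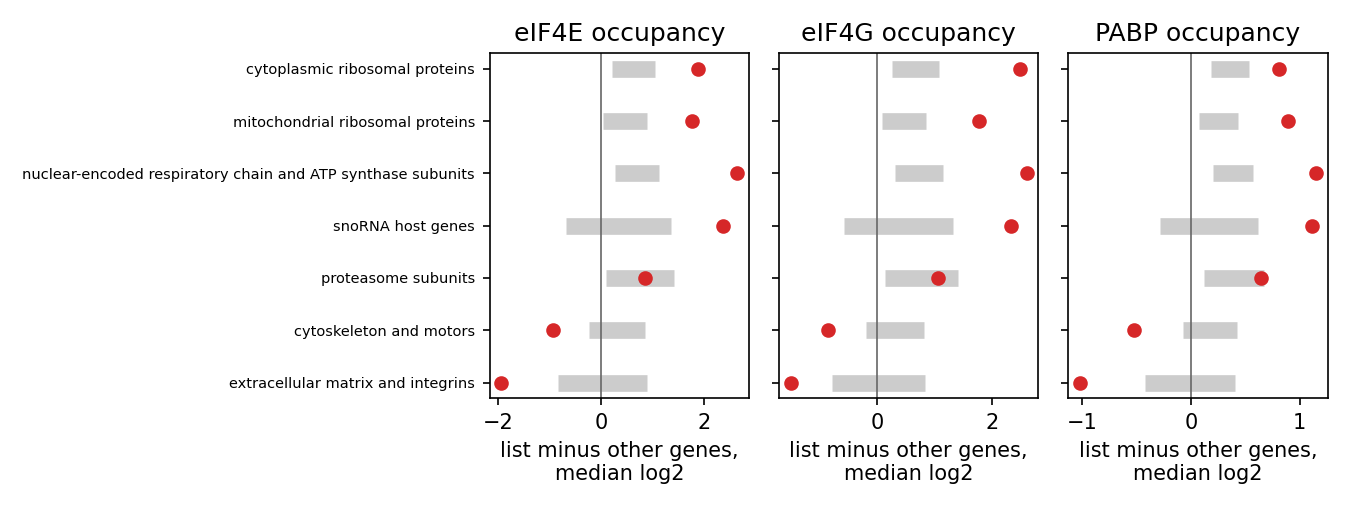
Median log2 occupancy of gene lists minus that of all other genes (x axis) for eIF4E, eIF4G and PABP in untransfected HEK293 cells, with lists on the y axis, list values as red points and the central 95% of 10000 random lists matched on expression as gray bars. Cytoplasmic ribosomal proteins lie at 1.88, 2.48 and 0.81, to the right of their gray bars.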

We next tested for evidence of phasing of poly(A)-tail lengths, as might be expected from cooperative binding of PABP dimers or oligomers on poly(A) tails [68], coupled with PABP-mediated protection of the tail from nucleases. We first examined the results for mRNAs of the individual genes we previously examined (Fig. 4b) but found no evidence of tail-length phasing when examining either total or PABP-bound transcripts (Additional file 1: Figure S6). Likewise, metagene analysis using all mRNA species with at least 100 poly(A) tail measurements also yielded no evidence of phasing (Fig. 5g–j). Perhaps cooperative PABP binding does not prevail in these cells. Alternatively, phasing might be obscured either by varied distance between the PABP dimer/oligomers and the start of the poly(A) tail or by varied numbers of tail nucleotides looped out between bound PABP monomers or even between the four RNA-binding domains of a single PABP molecule.

Taken together, our results indicate that, in human cells, longer-tailed transcripts from the same gene have somewhat higher PABP occupancy. However, differences in poly(A) tail-length do not explain the differences in PABP occupancy observed between mRNA species derived from different genes.

### Poly(A)-tail length exerts little influence on PABP occupancy in *Drosophila* and yeast cells

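RIP-seq of Drosophila S2 cells, a line derived from fly embryos, was made with 2 Fabs against PABP and 1 against eIF4G, with 1 library each and 1 of total RNA. The authors deposited FPKM for 6075 genes, with a lowest value of 0.503. Transcript lengths are not listed beside these values, so reads were not counted back and the depth is unknown. The PABP Fabs are called Fab1 and Fab2, as in the paper. Occupancy was the log2 ratio of bound to total FPKM for 6021 genes above 1 FPKM in all 4 libraries, with the median gene at 0. The 3 occupancies share the total RNA library.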

We next examined the relationship between steady-state poly(A) tail length and PABP binding in *Drosophila* S2 cells, using synthetic antibodies comprised of antigen-binding fragments (Fabs) developed against *Drosophila* PABP and eIF4G as part of a high-throughput platform focused on fly RNP components [69] (Additional file 1: Figure S7). Performing RIP-seq using two independent Fabs against PABP yielded highly correlated occupancy results (Fig. 6a; *r*_*s*_ = 0.92). In addition, PABP occupancy strongly correlated with eIF4G occupancy (Fig. 6b; *r*_*s*_ = 0.82–0.89), consistent with our results from human cells (Fig. 5c). Thus, the coupled binding of PABP and eIF4G to mRNAs appears to be a conserved phenomenon of vertebrate and invertebrate cells. 

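Both PABP Fabs gave high and low occupancy to many of the same mRNAs. RpS25, a ribosomal protein, had 2.66 with Fab1 and 2.47 with Fab2, and ND-MNLL and ND-B12, subunits of complex I, had 2.34 and 2.21 with Fab1 and 2.45 and 2.34 with Fab2. Low with both were poe (−2.02 and −1.96), PMCA, a calcium pump (−1.86 and −1.85), and Arc1 (−1.82 and −1.80). Mitochondrial ribosomal proteins lay 0.71 and 0.57 above other genes (72 mRNAs), above the central 95% of random lists. The Spearman correlation of the Fabs across 6021 genes was 0.921 (95% bootstrap interval 0.916 to 0.926). Small nuclear and nucleolar RNAs, whose short lengths make FPKM uncertain, held several of the highest values.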

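With the eIF4G Fab, RpS25 had an occupancy of 1.65 and ND-MNLL of 2.01, and chic, the fly profilin, had 1.39 compared with 1.31 for PABP Fab1. Low values were again those of PMCA (−1.63) and Arc1 (−1.85). The 83 mRNAs of cytoplasmic ribosomal proteins lay 0.66 above other genes, 58 of the respiratory chain and ATP synthase 0.54 above and 72 of mitochondrial ribosomal proteins 0.23 above, and 31 of proteasome subunits lay at −0.46, all outside the central 95% of random lists. The Spearman correlation with eIF4G occupancy was 0.819 (95% bootstrap interval 0.808 to 0.828) for PABP Fab1 and 0.889 (0.882 to 0.896) for Fab2. The paper concludes that coupled binding of PABP and eIF4G appears conserved between vertebrate and invertebrate cells.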

We then compared PABP occupancy to published tail-length measurements from S2 cells [36]. As in human cells, there was no positive correlation between poly(A) tail length and PABP occupancy (Fig. 6c; *r*_*s*_ = −0.10). To explore this relationship further, genes were divided into bins based on their mean poly(A) tail length, using bins designed such that mRNAs of each successive bin would be able to accommodate about one additional PABP molecule. For instance, given the PABP footprint of 26 nucleotides [70], tails shorter than 25 nucleotides would be expected to bind at most one PABP, and tails between 25 and 49 nucleotides could accommodate up to two PABPs, and so on. Although, as expected, mRNAs from genes in the shortest-tail bin had significantly lower occupancy than those in the other bins (*p* < 10^−9^), a positive relationship between tail length and occupancy was not observed for the remaining bins (Fig. 6d).

**Fig. 6:**
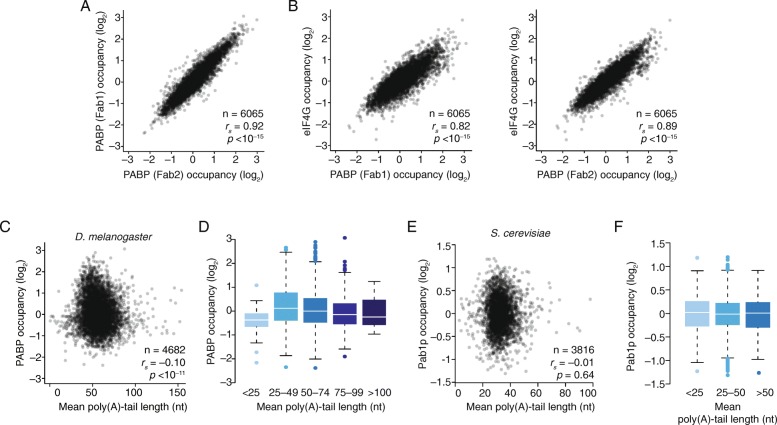
The weak relationship between PABP occupancy and mean poly(A)-tail length in *Drosophila* and yeast cells*.* **a** Comparison of PABP occupancies in *D. melanogaster* S2 cells determined using two different Fabs. Results are plotted for mRNAs from genes that exceeded the expression cutoffs for quantification. **b** Comparison of eIF4G occupancy with PABP occupancy, determined using either Fab1 or Fab2 (*left* and *right*, respectively). Otherwise this panel is as in **a. c** Relationship between PABP occupancy and mean poly(A)-tail length of mRNAs of *Drosophila* genes expressed in S2 cells. Otherwise, this panel is as in Fig. 5d. **d** PABP occupancies of mRNAs from S2 cells, grouping mRNAs by their mean poly(A)-tail length (*line*, median; *box*, quartiles; *whiskers*, 1.5 interquartile range). **e** Relationship between PABP occupancy and mean poly(A)-tail length of mRNAs of *S. cerevisiae* genes. Otherwise, this panel is as in **c. f** PABP occupancies of yeast mRNAs grouped by mean poly(A)-tail length. Otherwise, this panel is as in **d**

We also examined this relationship in *S. cerevisiae*, making use of published datasets for both poly(A)-tail lengths and Pab1p binding [36, 71]. No correlation between steady-state poly(A)-tail length and Pab1p occupancy was observed in either the scatter-plot analysis (Fig. 6e, *r*_*s*_ = −0.01) or the binned analysis (Fig. 6f).

Thus, in cells from diverse eukaryotes—yeast, flies, humans—differences in steady-state poly(A)-tail length observed between genes cannot explain differences in PABP binding. Likewise, these tail-length differences cannot explain other RNP organizational differences that correlate with PABP occupancy, such as differences in eIF4G association.

### mRNP organization positively correlates with mRNA stability and translatability

Despite the known role for deadenylation in triggering mRNA decapping and decay, analyses of mRNAs from mammalian cell lines (HeLa and NIH3T3) have shown that mRNAs with longer steady-state tail lengths do not tend to be more stable [36]. Likewise, comparison of our steady-state poly(A)-tail length measurements with previously determined mRNA half-life measurements [72] did not show a positive correlation in HEK293 cells (Fig. 7a; *r*_*s*_ = −0.19). In contrast to tail length, PABP occupancy did correlate positively, albeit weakly, with mRNA stability (Fig. 7b; *r*_*s*_ = 0.31, *p* < 10^−15^). Similarly, PABP occupancy, and not poly(A)-tail length [36], correlated positively with translational efficiency previously determined using ribosome footprint profiling [27], although even less strongly than with stability (*r*_*s*_ = 0.16, *p* < 10^−15^). Consistent with PABP, eIF4E, and eIF4G coordinately binding to mRNAs, binding of eIF4E and eIF4G also correlated positively with mRNA stability and translational efficiency (*r*_*s*_ = 0.16 to 0.26, *p* < 10^−9^). Because these relationships are correlative and many mRNA features have co-evolved for optimal gene expression, ascribing causation is challenging. Nonetheless, our results support a model in which mRNP organization, involving binding of eIF4E, eIF4G, and PABP, is affected by regulatory pathways (such as that of miRNAs), in turn, affecting both mRNA stability and translation.

**Fig. 7:**
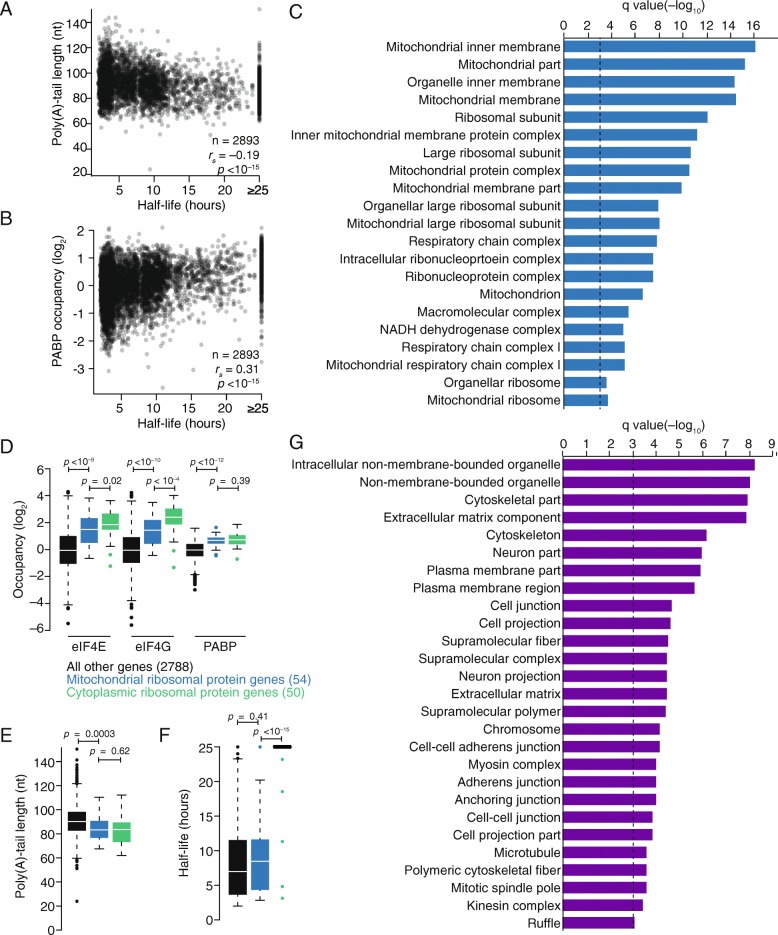
The relationship between PABP occupancy and transcript stability. **a** The relationship between mean poly(A)-tail length and mRNA half-life. Results are plotted for each gene that exceeded the expression cutoffs for quantification. **b** The relationship between PABP occupancy and mRNA half-life; otherwise as in **a. c** The top 21 gene ontology (GO) terms enriched in genes more unstable than predicted by their PABP occupancies, plotting for each term the log-transformed *q* value of its enrichment. *Dashed line* indicates a q-value of 0.001. **d** eIF4E, eIF4G, and PABP occupancies for mRNAs of mitochondrial ribosomal protein genes (*blue*), cytoplasmic ribosomal protein genes (*green*), and all other genes that exceeded the expression cutoffs for quantification (*black*) (*line*, median; *box*, quartiles; *whiskers*, 1.5 interquartile range). Significance was evaluated using the two-tailed K–S test. **e** Mean poly(A)-tail lengths of mRNAs of mitochondrial ribosomal protein genes, cytoplasmic ribosomal protein genes, and other genes; otherwise as in **d. f** mRNA stabilities of mRNAs of mitochondrial ribosomal protein genes, cytoplasmic ribosomal protein genes, and other genes; otherwise as in **d. g** The top 27 GO terms enriched in genes more stable than predicted by their PABP occupancies. Otherwise, this panel is as in **c**

While performing these analyses, we noted substantial variation in the relationship between PABP binding and mRNA stability, which prompted examination of those genes with the largest deviations, focusing first on those that were less stable than predicted by their PABP occupancy. Surprisingly, this set of transcripts was highly enriched for those encoding proteins localized to the mitochondria. In fact, when gene ontology (GO) analysis was performed [73, 74], all of the top 21 GO terms were associated with mitochondrial complexes (Fig. 7c). Even those GO terms that at first appeared more general were driven by genes encoding mitochondrial proteins. For example, the enrichment for “ribosomal subunit” was not observed when we repeated this analysis after omitting mitochondrial ribosomal protein genes (Additional file 1: Figure S8).

To learn more about this result, features of mRNAs encoding mitochondrial ribosomal protein genes were investigated. 

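Mitochondrial ribosomal protein mRNAs were high in the occupancy of each factor in untransfected HEK293 cells. Of 74 measured, 71 lay above the median of other genes for eIF4E, 72 for eIF4G and 72 for PABP. Their medians lay 1.76 (eIF4E), 1.76 (eIF4G) and 0.89 (PABP) above other genes on the log2 scale, above 10000 random lists matched on expression. MRPL41 had 3.89 for eIF4E and 3.76 for eIF4G, and MRPS17 had 1.47 for PABP. The lowest members were MRPS27 (−0.42 for eIF4E) and MRPS5 (−0.27 for PABP). With random lists matched on transcript length too, the eIF4E median no longer stood apart (percentile 94.6), while those for eIF4G and PABP did.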

As with mRNAs of cytoplasmic ribosomal proteins, mRNAs of their mitochondrial counterparts had a higher-than-average occupancy of eIF4E, eIF4G, and PABP (Fig. 7d; *p* < 10^−9^, *p* < 10^−10^, *p* < 10^−12^, respectively). These mRNAs also had short poly(A) tails, with lengths indistinguishable from those of mRNAs of the cytoplasmic ribosomal proteins (Fig. 7e; *p* = 0.62). However, these mRNAs were markedly less stable than those encoding cytoplasmic ribosomal proteins (Fig. 7f; *p* < 10^−15^; median half-life, 8.7 and 25 hours, respectively).

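In total RNA of the PABP experiment the median tail length was 79.2 nt for 66 transcripts of mitochondrial and 74.3 nt for 55 of cytoplasmic ribosomal proteins, compared with 83.7 nt for 4291 others. The difference between these groups was 4.88 nt (95% bootstrap interval −1.48 to 9.30). In total RNA of the DDX6 experiment the medians were 74.2 nt (65 transcripts) and 75.1 nt (57 transcripts), with a difference of −0.868 nt (−5.82 to 5.56) and 83.2 nt for 5695 others. Against random lists matched on expression, the mitochondrial group did not stand apart in the first library (−3.92 nt) and lay below the central 95% in the second (−8.90 nt).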

We next focused on mRNAs that were more stable than predicted by PABP binding and found that many of the associated GO terms described mRNAs with endoplasmic reticulum (ER)-associated translation, such as “extracellular matrix component” and “plasma membrane region” (Fig. 7g). Additional terms related to the cytoskeleton were also observed. Taken together, these results indicate that mRNAs with translation localized to the mitochondria and, perhaps, also the ER undergo regulation distinct from that of the general transcript population, especially with regard to mRNA decay.

## Discussion

### RIP and mRNPs

We used RIP in conjunction with either NanoString or high-throughput sequencing to examine endogenous mRNPs. One advantage of this approach is that it allows investigation of mRNAs and RNA-binding proteins expressed from their endogenous loci, and in so doing avoids over-expression of either the mRNA or protein components of mRNPs. Overexpression can lead to spurious binding and, thus, incorrect quantitative and qualitative definition of mRNP components relative to the endogenous situation in cells [75].

Despite these advantages, the RIP protocol includes in vitro incubation and washes that might perturb the native occupancies of some RNA-binding proteins. Although we modified the protocol to minimize the duration of the in vitro incubation, because we could not eliminate it altogether, the results that we report are for interactions that were sufficiently stable to survive these steps. Thus, any changes in the stability of interactions within an mRNP might have contributed, at least in part, to our observed changes in apparent occupancy. For example, apparent occupancy could have been inflated if remodeling of an mRNP added interactions that decreased the in vitro dissociation rate of the immunoprecipitated protein. Nonetheless, increasing the stability of an interaction often goes hand-in-hand with increasing its occupancy and, in either case, the result would reflect a change in the native mRNP. Overall, the correspondence between our results and those of previous approaches for studying miRNA-mediated regulation confirmed the utility of our approach, extended some of those previous results to endogenous mRNAs, and provided new insight into both miRNA-mediated repression and mRNP organization more generally.

### mRNPs in miRNA-mediated repression

Association with eIF4E, eIF4G, and PABP is a hallmark of stable, translationally competent cytoplasmic mRNPs, and a variety of reporter-based studies implicate miRNA-mediated repression in altering association with these key factors [38, 47, 50, 51]. With these results in mind, miRNA-dependent depletion of PABP-bound mRNA, measured using PABP RIP-seq, has been used to identify miRNA targets in human cells, although this was done without distinguishing depletion caused by lowered PABP occupancy from depletion caused by mRNA destabilization [55]. Our study has extended these results to endogenous mRNPs on a transcriptome-wide scale, showing that even after taking into account changes in RNA abundance the loss of PABP and eIF4G is widespread during miRNA-mediated repression, despite the inherently dynamic and diverse nature of mRNPs. The remodeled mRNPs that lost PABP and eIF4G were presumably incapable of supporting translation initiation, consistent with reports of the importance of the eIF4F complex in miRNA-mediated translational repression [49, 51].

Despite the readily detectable miRNA-mediated dissociation of PABP and eIF4G, we were unable to detect miRNA-mediated dissociation of eIF4E, which could be a consequence of miRNA-targeted mRNAs that have lost eIF4E undergoing decapping and degradation too rapidly to be detected by our methods. This interpretation is challenged by the results of our transcriptome-wide analysis of eIF4E binding, which revealed a range of eIF4E occupancies that spanned > 100-fold (Fig. 5a), implying that many mRNAs lacking bound eIF4E are not immediately decapped and degraded. We propose that the solution to this apparent paradox rests squarely on the mRNP context—that dissociation of eIF4E might have very different consequences for some mRNAs compared to others. In this model, eIF4E dissociation is necessary for decapping [17] but is not sufficient, and additional mRNP alterations associated with miRNA targeting would favor both decapping and degradation. Such alterations might include dissociation of PABP, shortening of the poly(A) tail, or recruitment of decay factors [4], each of which has been observed during miRNA-mediated repression in the present study (Figs. 1 and 2) as well as previous reports [30, 38, 47].

With respect to decay factors that predispose mRNAs for decapping, a top candidate is DDX6. This protein interacts with the decapping complex through adaptor proteins [39, 45] and is implicated in miRNA-mediated repression of reporters [41, 43, 44]. Moreover, we found that DDX6 is recruited to many endogenous mRNAs as they became targeted by miRNAs and that DDX6 is associated with many additional mRNAs undergoing decay, which presumably are not being targeted by miRNAs. DDX6-bound transcripts have poly(A) tails that are on average significantly shorter than those of the steady-state population, suggesting that DDX6 recruitment coincides with deadenylation. This result is consistent with recruitment of DDX6 by the CCR4–NOT deadenylase complex via a direct interaction with CNOT1 [41, 43, 44]. Nonetheless, our analysis of poly(A)-tail lengths on miRNA-site-containing mRNAs indicates that the downstream recruitment of DDX6 is broadly similar in the presence and absence of the cognate miRNA. Together, our results support a model in which miRNA-mediated repression leads to the recruitment of the CCR4–NOT deadenylase complex via direct interactions with TNRC6 [31, 37] and, once the deadenylase has been recruited, the dense network of interactions between mRNA decay factors then leads to the ultimate destruction of the transcript through mechanisms that also act on many other mRNAs and, thus, are not directly orchestrated by the miRNA machinery [42, 61].

### Organization of mRNPs: PABP and the poly(A) tail

PABP has long been recognized as a critical factor for post-transcriptional regulation and is essential for the ability of the poly(A) tail to stabilize transcripts. Consistent with this understanding, our results have demonstrated that increased PABP occupancy correlates with increased translatability and stability of the mRNA. The poly(A) tail has long been thought to be central in post-transcriptional regulation, with longer tails leading to increased stability and translation through their ability to bind more PABP. Unexpectedly, however, we found a lack of correlation between PABP occupancy and the length of the poly(A) tail, suggesting that the relationship between the poly(A)-tail length and PABP binding is more complex than previously thought. Indeed, although among transcripts derived from the same gene PABP occupancy was somewhat reduced for mRNAs with the shortest tails, differences in mean poly(A)-tail length could not explain differences in PABP occupancy observed for transcripts from different genes. Thus, although PABP might be critical for signaling that a poly(A) tail is present, in both human and fly cell lines and in yeast, PABP seems to be a very poor “reader” of poly(A)-tail length.

Recent studies have shown that, in contexts other than oocytes and early embryos, steady-state poly(A)-tail length fails to correlate with either mRNA stability or mRNA translation efficiency [36, 76]. These previous results can now be reconciled with the known roles of PABP in promoting mRNA stability and translation [15, 16, 77], in that we have shown here that differences in steady-state poly(A)-tail length do not necessarily cause differences in PABP occupancy.

Our results have also shown that the density of PABP along poly(A) tails can differ substantially for mRNAs from different genes. For instance, mRNAs for ribosomal proteins have very short poly(A) tails yet very high PABP occupancy. Although our current approach cannot determine the absolute number of PABPs bound to these mRNAs, our results are consistent with the density of PABP on these transcripts being higher than on other mRNAs. It will be interesting to explore this possibility further and to determine the extent to which PABP density influences deadenylation, decapping and/or other posttranscriptional processes.

What then might determine how much PABP is bound? Our results, together with those from *Drosophila* extracts [47], show that miRNA-mediated loss of PABP may just be the tip of the iceberg. The interplay among various regulatory factors, including miRNAs, and core factors, such as eIF4F, may determine the nature and composition of each mRNP, including the PABP occupancy of its constituent mRNAs. For instance, eIF4G can influence PABP affinity in vitro [78] and, thus, events in the 5′ UTR might have corresponding effects on PABP binding. This model is consistent with the numerous interactions described between PABP and other regulatory factors [22, 42, 66, 79]. Intrinsic mRNA features might also modulate PABP occupancy. For instance, because PABP can bind to AU-rich stretches with high affinity [80], differential binding to the 3′ end of the 3′ UTR, which can be quite AU-rich, might influence occupancy. Moreover, because PABP interacts with the termination factor eRF3, translation rate or termination efficiency might also have an impact on PABP binding [81]. Future insights into mRNP organization and remodeling will shed additional light on the mRNA features and factors that trump tail length to determine PABP occupancy.

## Conclusions

Here we have described the impact of miRNAs and poly(A) tail length on the association of core mRNP components and of the decay factor DDX6 in human cells. Extending previous reporter studies in *Drosophila* [38, 47], we show, for the first time, that miRNA-mediated repression in human cells is marked by the dissociation of eIF4G and PABP from, and the recruitment of DDX6 to, endogenous mRNPs. DDX6 is preferentially bound to transcripts with shortened poly(A) tails, suggesting that other repressive regulatory pathways, in addition to miRNA-mediated regulation, also recruit this factor. Moreover, although poly(A)-tail length has long been considered critical for the cytoplasmic fate of a transcript, differences in steady-state tail length explain little of the variation in PABP, eIF4E, or eIF4G association in human cells. Despite this finding, the relative occupancy of core components, including PABP, correlated with transcript stability and translation, confirming the importance of mRNP composition for gene expression. We thus propose a model in which post-transcriptional regulatory factors (such as miRNAs) alter the associations of PABP and other core factors without necessarily affecting steady-state tail length.

## Methods

### Cell culture

HEK293 cells (ATCC) were cultured as recommended by the manufacturer, in DMEM supplemented with 10% fetal bovine serum (Clontech) and penicillin/streptomycin. *Drosophila* S2 cells (Invitrogen) were cultured as described [82].

### Transfections

Cells were transfected with Lipofectamine 2000 (Invitrogen) and either 100 nM miRNA duplex or 5 μg pUC19 per five million cells, as recommended by the manufacturer. After 24 h, cells were harvested, and RNA was extracted using TRI-reagent (Life Technologies).

### RNA immunoprecipitations

EZ view protein G Sepharose (Sigma) was washed twice with lysis buffer A (100 mM KCl, 0.1 mM EDTA, 20 mM Hepes, pH 7.6, 0.4% NP-40, 10% glycerol, with freshly added 20 U/ml SUPERase•In [Ambion], 1 mM DTT and complete mini EDTA-free protease inhibitors [Roche; one tablet per 25 ml lysis buffer]). We used 100 μl slurry per five million cells. The beads were then blocked by an overnight incubation, rotating at 4 °C, with 500 μg salmon-sperm DNA (Sigma) and 1 ml buffer A. The next day, cells were washed with 1× PBS (137 mM NaCl, 2.7 mM KCl, 4.3 mM Na_2_HPO_4_, 1.47 mM KH_2_PO_4_, pH 7.4) and then lysed with 2 ml ice-cold buffer A per five million cells. After clarification by spinning at 15,000 × g for 10 minutes at 4 °C, lysates were incubated with antibodies for 1 h, rotating at 4 °C. Blocked Protein G beads were spun to remove the supernatant, resuspended in an equal volume of buffer A, added, and the lysates were further incubated for 1 h, rotating at 4 °C. The beads were washed three times with lysis buffer A, and then TRI-reagent was used to extract RNA. The AGO2 monoclonal 4G8 antibody was purchased from Wako Diagnostics; eIF4E and eIF4G1 antibodies were purchased from MBL international; PABPC1 and DDX6 antibodies were purchased from Abcam (ab21060 and ab40684, respectively). For Fab immunoprecipitations, control C1, anti-PABP (Fab1, D032; Fab2, D035) and anti-eIF4G (P190) Fabs were purified as described [69]. Anti-FLAG Sepharose (Sigma) was washed twice with lysis buffer A and then incubated overnight with the appropriate FLAG-tagged Fab and salmon-sperm DNA (Sigma), as above. Immunoprecipitations were performed as with standard antibodies, except that the Fab-bead conjugates were added directly to lysates and incubated for 2 h rotating at 4 °C.

### NanoString analysis

After RNA isolation, mRNA abundance was quantified using the NanoString nCounter system, according to the manufacturer’s instructions. Data were then analyzed using nSolver software and in-house scripts. For calculating occupancies using NanoString, we divided immunoprecipitation counts (normalized with NCounter) by input counts (normalized with NCounter).

### RNA-seq analysis

For quantifying relative levels of mRNAs using RNA-seq, mRNA TRU-seq libraries were prepared according the manufacturer’s directions (Illumina). In the case of DDX6 RIP-seq experiments, RNA was first depleted of ribosomal RNA using RiboZero (Illumina), according to the manufacturer’s instructions, and then Tru-seq libraries were prepared, starting with the reverse transcription step without any oligo(dT) selection and according to the manufacturer’s instructions. Libraries were pooled and sequenced on an Illumina HiSeq 2500 machine at The Whitehead Institute Genome Core or The Centre for Applied Genomics (The Hospital for Sick Children). Fifty-nucleotide single-end reads were demultiplexed and converted to FASTQ format using bcl2fastq2 v2.17 (Illumina). Library quality was inspected using FastQC v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped by STAR 2.5.2a [83] to the *Homo sapiens* (hg18) or *D. melanogaster* (dm6) genome. Genes were quantified using Cufflinks 2.2.1 [84], and gene expression was filtered for FPKM > 1 in both input and IP samples. In the case of miRNA experiments, genes were filtered for FPKM > 1 in both input and IP samples in the mock transfection, and non-zero FPKM in all other libraries. Relative occupancies were calculated for transcripts from each gene by dividing the IP FPKM by the input FPKM, and relative occupancies were median centered. The fold change in immunoprecipitation was calculated with values that were not normalized to input abundance. Downstream analyses were then performed with R version 3.3.1, using in-house scripts. Site-containing genes were defined as those with a 7mer or 8mer site in the 3′ UTR; no-site genes were those that had no seven- or eight-nucleotide site in the entire transcript and no six-nucleotide seed-matched site in the 3′ UTR.

### Tail-length measurements

After RNA isolation, PAL-seq libraries were prepared and analyzed as described [36]. Mean tail-length values were determined for all genes with ≥ 100 PAL-seq tags.

### RT-qPCR

After RNA extraction, input and immunoprecipitated RNA were treated with Turbo DNase (Thermo Fisher) and reverse transcribed with Superscript III (Invitrogen), according to the manufacturer’s instructions. For DDX6 immunoprecipitations, reverse transcription was primed with random hexamers. To amplify human transcripts with qPCR, the following primer sets were used: for *GAPDH*, AGCCTCAAGATCATCAGCAATG and CACGATACCAAAGTTGTCATGGAT; for *SELK*, TGCGCATTCATAGCAGAAGG and TCCCAGCATGACCTCATTCATC; for *RPLP2*, ATCTTGGACAGCGTGGGTATC and CTGGGCAATGACGTCTTCAATG; for *ATP5I*, ACCTAAAACCTCGGGCAGAAG and GGCAATCCGTTTCAGTTCATCC; for *CDKN3*, ACCCATCATCATCCAATCGC and AGGCAGGTTGTAAGCTCTTCC; for *MPRIP*, AAGAGGAGAAAGTGCACTGC and TGTGAAAGGTTTGCCACGAC; for *XIST*, AACACCCCTTTCTTCAGCTG and CCAGAAACTGTGAAAGGAAGGC. *Drosophila Actin5C* was amplified with AACACACCCGCCATGTATGT and ATTCCCAAGAACGAGGGCTG.

## Additional file

Additional file 1: Figure S1. Enrichment for *GAPDH* mRNA despite a shortened eIF4G RIP incubation. **Figure S2** Broadly similar characteristics of the miR-124 and miR-155 target sets detected by NanoString. **Figure S3.** DDX6 associates with mRNAs from most genes. **Figure S4** PABP binds to nearly all expressed mRNAs. **Figure S5.** Poor correlation between association of core translation factors and poly(A)-tail length. **Figure S6.** Phasing analysis of poly(A)-tail lengths of mRNAs from individual genes. **Figure S7.** Enrichment of *Act5C* mRNA in *Drosophila* PABP and eIF4G RIP-seq samples. **Figure S8.** The GO terms enriched in genes more unstable than predicted by their PABP occupancies, when performing the analysis after excluding genes for mitochondrial ribosomal proteins.

# Supplementary material for: The influence of microRNAs and poly(A) tail length on endogenous mRNA–protein complexes
**Source:** Genome Biol. 2017 Oct 31;18:211. doi: 10.1186/s13059-017-1330-z

## **ADDITIONAL FIGURE LEGENDS**

### **Additional file 1: Figure S1. Enrichment for *GAPDH* mRNA despite a shortened**

**eIF4G RIP incubation.** The fraction of total *GAPDH* mRNA pulled down was determined by RT-qPCR. Plotted is the percent of the total pulled down by either a control antibody (anti-rabbit IgG, black) or anti-eIF4G after the indicated incubation times. The fold enrichment with anti-eIF4G antibody compared to the control antibody is indicated within each red bar.

### **Additional file 1: Figure S2. Broadly similar characteristics of the miR-124 and**

**miR-155 target sets detected by NanoString.** (A) Transcript lengths of miR-124 and miR-155 targets (black and red, respectively), based on Refseq annotations (line, median; box, quartiles; whiskers, range). Statistical significance was evaluated using the K-S test. (B) 3'UTR lengths of miR-124 and miR-155 targets; otherwise, as in (A). (C) 5'UTR lengths for miR-124 and miR-155 targets; otherwise, as in (A). (D) Expression levels of miR-124 and miR-155 targets, as determined by RNA-seq (Guo et al., 2010); otherwise, as in (A).

### **Additional file 1: Figure S3. DDX6 associates with mRNAs from most genes. (A)**

Enrichment of *GAPDH* mRNA in DDX6 immunoprecipitations. Otherwise this panel is as in Figure 1—figure supplement 1. (B) Distribution of DDX6 enrichment values transcriptome-wide, as determined by RIP-seq. For mRNAs of each gene that satisfied the expression cutoffs, DDX6 occupancy was calculated and then these relative

occupancy values were normalized by the enrichment of *GAPDH* in (A) to infer enrichment values.

**Additional file 1: Figure S4. PABP binds to nearly all expressed mRNAs.**

(A) Enrichment of transcripts in PABP immunoprecipitations in different biological replicates. RNA was immunoprecipitated with IgG or anti-PABP antibody. The percent of the indicated transcripts was quantified by RT-qPCR. Numbers reflect the fold enrichment of each transcript in PABP immunoprecipitations relative to the IgG control immunoprecipitation. (B) A comparison of PABP binding as determined by RT-qPCR and RNA-sequencing. Plotted is the PABP occupancy for the seven indicated genes, as measured by RIP-seq, and the percent of total RNA immunoprecipitated, as measured by RT-qPCR. RT-qPCR measurements were an average of the 3 independent, biological replicates from (A); error bars denote standard deviation.

**Additional file 1: Figure S5. Poor correlation between association of core translation factors and poly(A)-tail length.**

(A) Relationship between eIF4E occupancy and mean poly(A)-tail length. Otherwise this panel is as in Figure 5D. (B) Relationship between eIF4G occupancy and mean poly(A)-tail length. Otherwise this panel is as in Figure 5D.

**Additional file 1: Figure S6. Phasing analysis of poly(A)-tail lengths of mRNAs from individual genes.**

Pairwise differences of individual tail lengths were calculated and plotted (purple), together with a smoothened curve (blue), for both the steady-state and the PABP-associated samples.

**Additional file 1: Figure S7. Enrichment of *Act5C* mRNA in Drosophila PABP and eIF4G RIP-seq samples.** Plotted is the percent of total *Act5C* mRNA pulled down with control antibodies (anti-rabbit IgG and C1 fab) and anti-PABP and anti-eIF4G fab, as determined by RT-qPCR.

**Additional file 1: Figure S8. The GO terms enriched in genes more unstable than predicted by their PABP occupancies, when performing the analysis after excluding genes for mitochondrial ribosomal proteins.** Otherwise, this figure is as in Figure 7C.

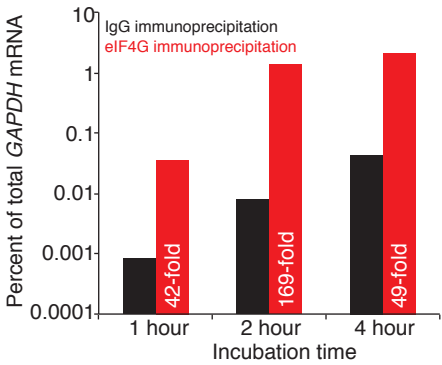

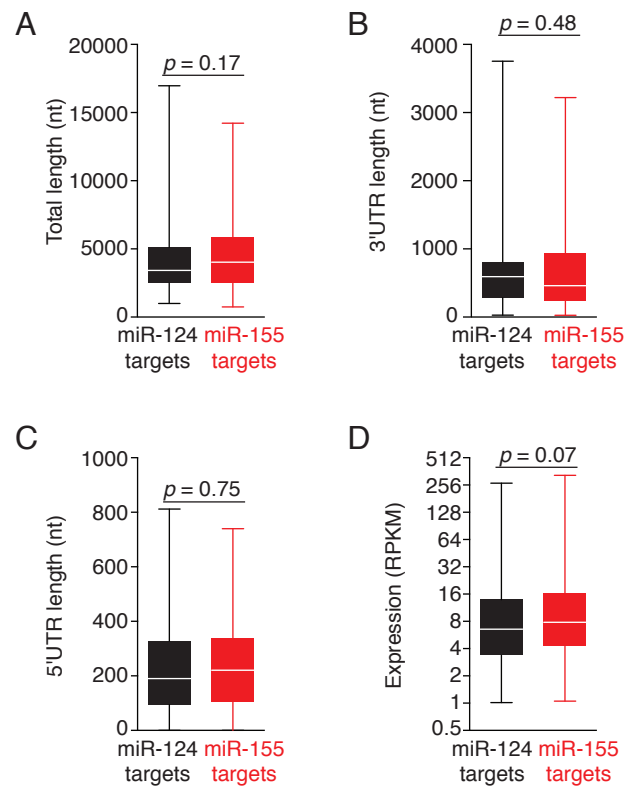

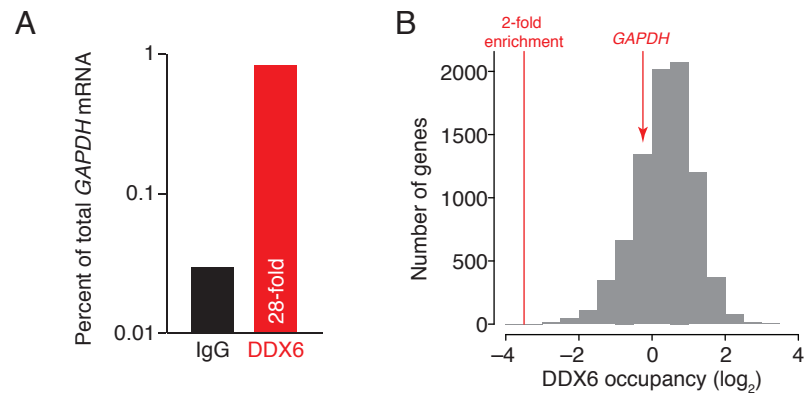

A

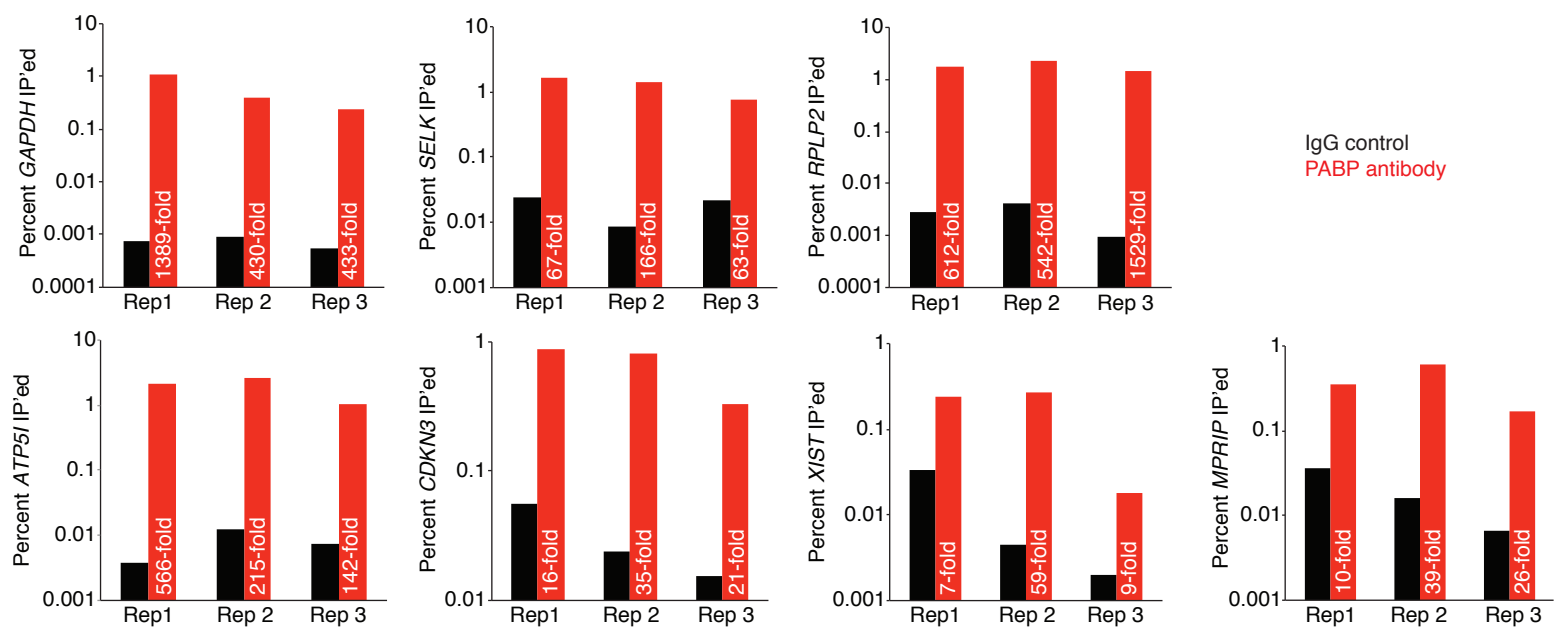

B

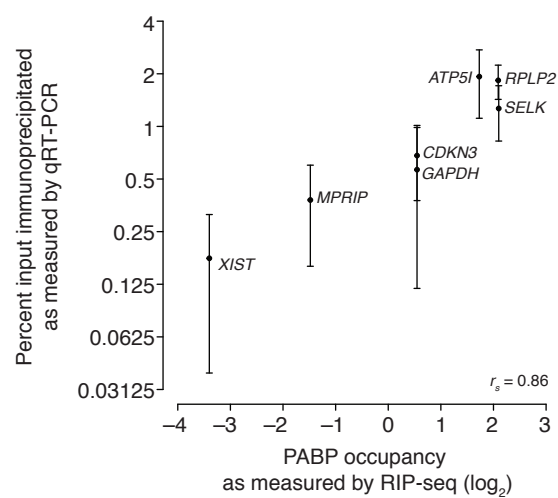

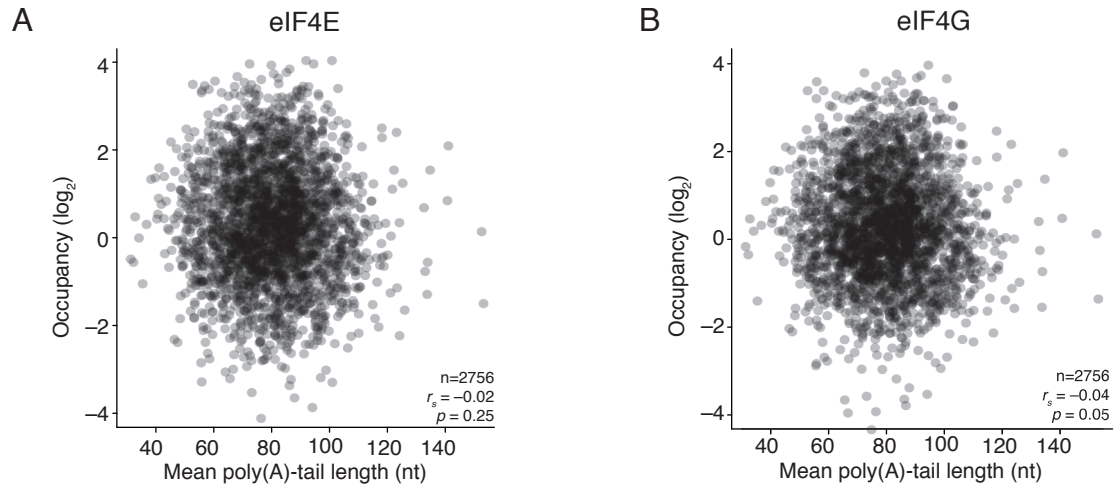

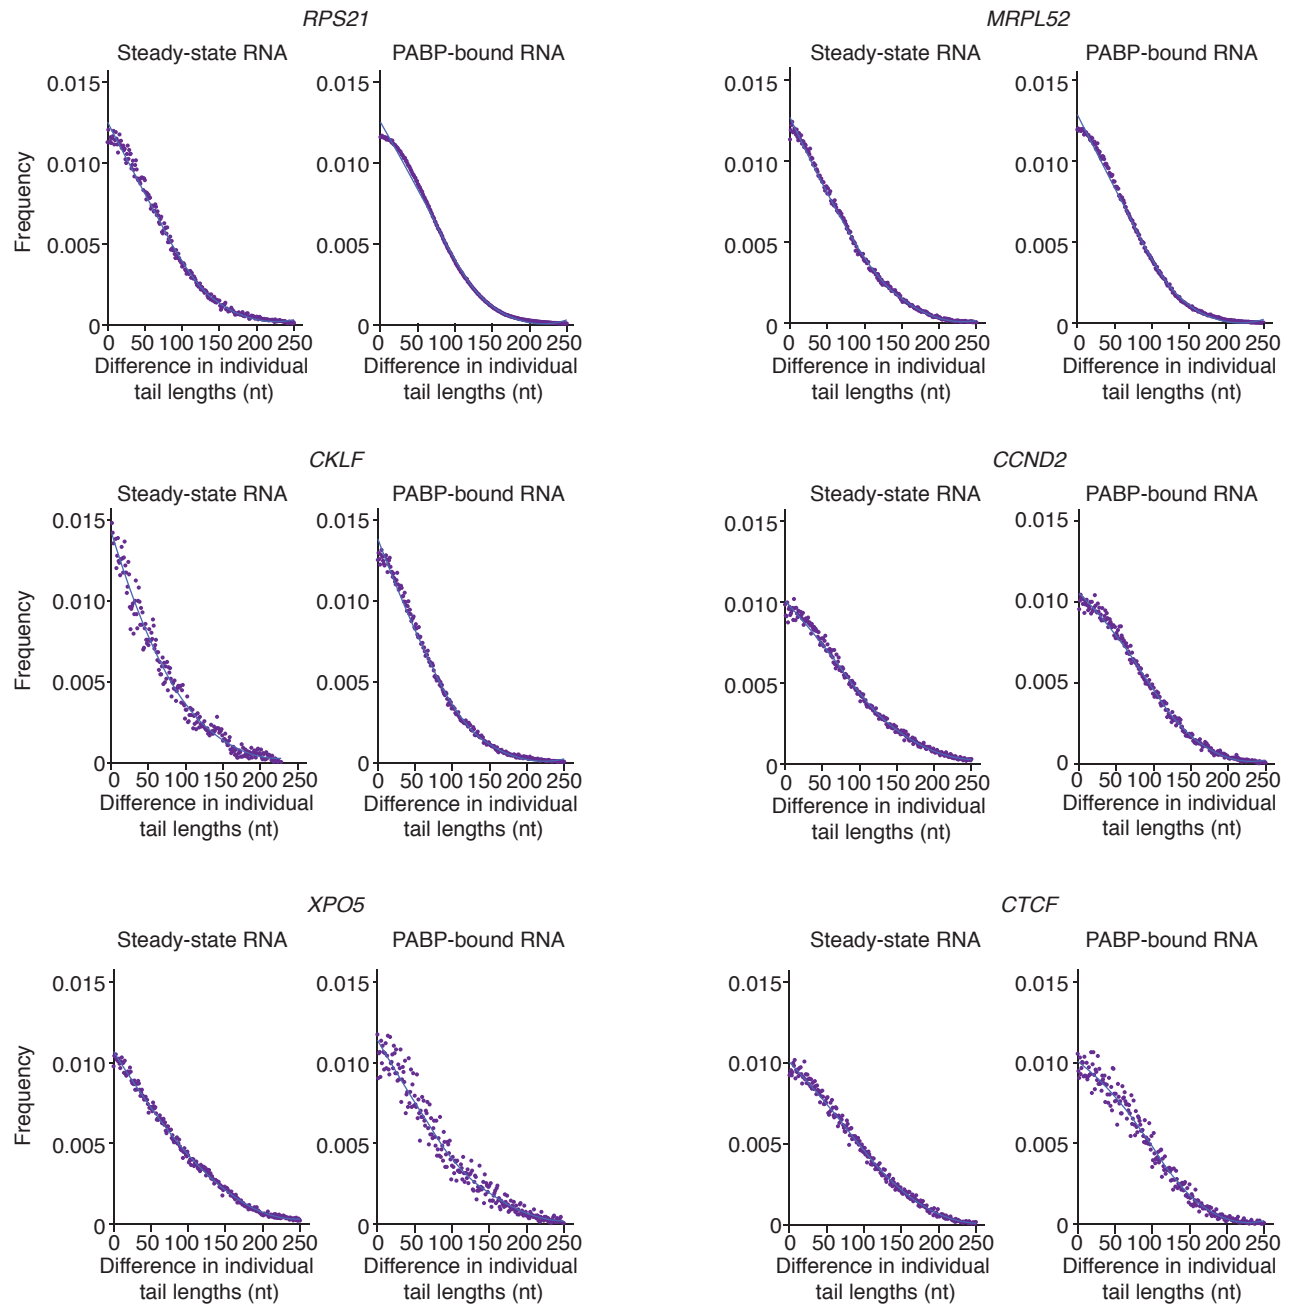

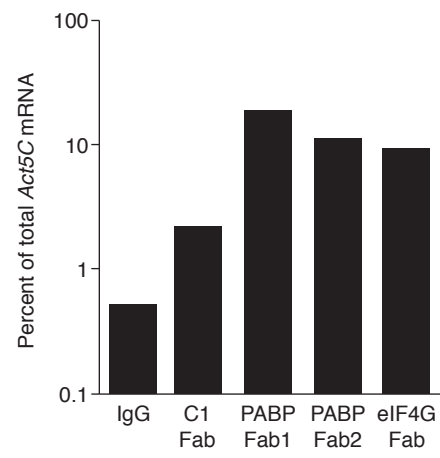

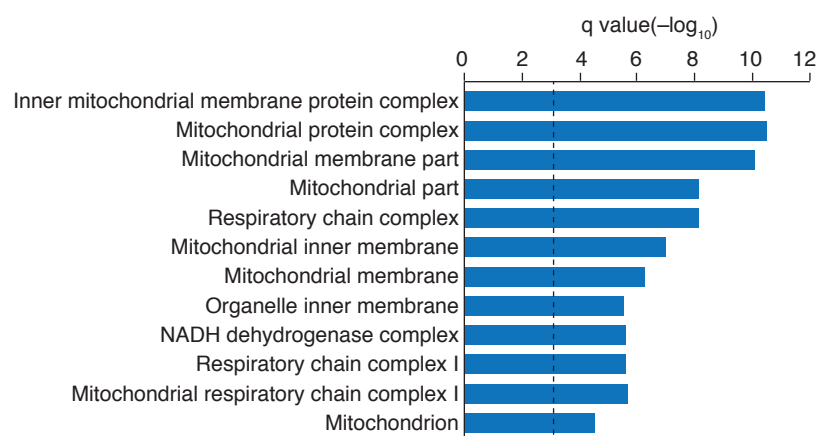

**Supplement:** Additional file 1: Figure S1. — Enrichment for GAPDH mRNA despite a shortened eIF4G RIP incubation. Figure S2 Broadly similar characteristics of the miR-124 and miR-155 target sets detected by NanoString. Figure S3. DDX6 associates with mRNAs from most genes. Figure S4 PABP binds to nearly all expressed mRNAs. Figure S5. Poor correlation between association of core translation factors and poly(A)-tail length. Figure S6. Phasing analysis of poly(A)-tail lengths of mRNAs from individual genes. Figure S7. Enrichment of Act5C mRNA in Drosophila PABP and eIF4G RIP-seq samples. Figure S8. The GO terms enriched in genes more unstable than predicted by their PABP occupancies, when performing the analysis after excluding genes for mitochondrial ribosomal proteins.

How the deposited data were processed for this re-analysis (not part of the article)

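The measurements come from 34 samples, of which 26 are RNA-seq libraries and 8 are PAL-seq libraries. HEK293 cells were transfected with miR-124, with miR-155 or with the plasmid pUC19 (mock), and total RNA and RNA bound to PABP, eIF4G or DDX6 were sequenced in 3 separate experiments, each with 1 library per condition. Untransfected HEK293 cells gave 1 library of total RNA and 1 each of RNA bound to eIF4E, eIF4G and PABP, and Drosophila S2 cells gave 1 of total RNA and 3 of RNA bound to Fabs against PABP or eIF4G. Libraries were poly(A)-selected, except those of RNA-seq in the DDX6 experiment, which were depleted of ribosomal RNA. PAL-seq measured poly(A)-tail lengths in 1 library of total RNA, from mock-transfected cells, and 3 of bound RNA in each of the PABP and DDX6 experiments. Conditions were taken from the sample records and the paper. Where they differ, on whether the cells of the occupancy libraries were untransfected or mock-transfected, the paper was followed.

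For RNA-seq the authors deposited FPKM, which they made from 50-nucleotide reads mapped with STAR 2.5.2a. For human cells the paper names hg18 and the sample records hg19, and both name dm6 for fly cells. The paper names Cufflinks and the records HTSeq. In HEK293 cells the values are whole reads over the listed length, as counting of reads per gene gives, but the software itself was not checked. FPKM times the listed transcript length gave whole multiples of a fixed step in each library of the transfection experiments and of untransfected cells, and reads and depth were counted back from that step. The authors also deposited log2 ratios beside the FPKM of the eIF4G experiment, which were used to check the ratios recomputed here (largest gap 5.57e-09). For PAL-seq the authors deposited 1 mean tail length in nucleotides per RefSeq transcript, on the scale of their standards. Classes of site-containing and no-site mRNAs and numbers of 3′ UTR sites are those listed by the authors. In each table of the transfection experiments 19 gene symbols had been turned into dates by a spreadsheet, and they were left out of gene lists. No column of values was left unused.

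Depth ranged from 1126330 reads (mock total RNA of the eIF4G experiment) to 23065302 reads (PABP-bound RNA after miR-155). The median gene had 52 to 88 reads in total RNA of the eIF4G experiment, 473 to 620 in that of the PABP experiment and 106 to 156 in that of the DDX6 experiment. These reads set the counting error of a single gene's occupancy change, whose 90th percentile was 0.77 for eIF4G, 0.28 for PABP and 0.58 for DDX6 after miR-124 (log2 scale, SE). The error covers counting and not the variation between experiments. Depth is unknown for S2 cells and for PAL-seq.

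Total RNA of the 3 transfection experiments was compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), in a single fit over 9 libraries with the experiment as a block, for genes above 1 FPKM in each mock library and above 0 in the others. A gene counted as changed at an adjusted p (Benjamini-Hochberg) under 0.05. The block follows the paper, which sets each sample against the mock control of its own experiment. Log2 values of libraries from the same experiment, relative to the mean of the same transfection over the experiments, correlated at 0.854 to 0.878 (PABP), 0.743 to 0.823 (eIF4G) and 0.950 to 0.961 (DDX6). The block also carries the difference between poly(A) selection and ribosomal RNA depletion. The fit was tested on simulated data.

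Comparisons of immunoprecipitated RNA, occupancy and tail length have 1 library per condition, so no test across replicates was made. Site-containing mRNAs were set against no-site mRNAs, and gene lists against all other genes, by the difference of medians. Each difference was compared with 10000 random lists of the same size drawn within 10 groups of expression (5 groups of expression and 5 of length where both were matched), and lists needed at least 5 measured members. A difference stood apart when it lay below percentile 2.5 or above percentile 97.5. No correction was made for the number of lists tested. Intervals are 95% intervals from 1000 bootstrap draws over genes, which are not independent replicates. In simulated data for this comparison, 6% of 200 lists drawn at random stood apart, and shifts of 0.05, 0.1 and 0.2 set for 200 of 6893 genes were found as 0.06, 0.11 and 0.21. Each shift was added to the same genes and noise, and the noise was independent between genes apart from a trend with expression. Real groups of genes can move together, so the simulation does not give the rate at which real lists stand apart without a miRNA effect. Correlations are Spearman correlations across genes above 1 FPKM in each library used. Where tail lengths were joined to gene symbols, genes with more than 1 listed transcript were left out. DDX6 enrichment was scaled to the 28-fold enrichment of GAPDH that the paper reports. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

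Genes are named by a rule set, like the comparisons, gene lists and most alternatives, before the data were examined. It names each gene the paper names, the published targets of both miRNAs, the 2 highest and 2 lowest members of each gene list, for total RNA the 10 lowest and 5 highest log2 fold changes among genes that passed and moved the same way in the 3 experiments, and for occupancy, tail length and their changes the 10 highest and 10 lowest among genes with at least 10 FPKM in each library used. The text prints part of these, and a few genes are not reported here and are left out of the counts of alternatives. A list of 52 interferon-induced genes was written after the changed genes had been seen.

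The alternatives were, for total RNA, a pseudocount of 0.1, a limit of 5 FPKM in the mock libraries, no block, leaving out each experiment, limma-trend, libraries centred on their median and the direct comparison of both miRNAs. For the other comparisons they were a limit of 5 FPKM, a pseudocount of 1 for ratios, other control mRNAs, the other miRNA's transfection as the reference, the total RNA of another experiment, mock-transfected in place of untransfected cells and random lists matched on transcript length. The NanoString and RT-qPCR measurements of the paper and the eIF4E RIP-seq after miRNA transfection were not analysed here.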

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

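The splits of the libraries and DDX6 occupancy of gene lists after the miRNAs were chosen only after the result was seen, as were the list of interferon-induced genes and the limit of 1 (log2 scale) for gene lists. Gene lists are given here because they lie outside the genes the paper discusses for the same libraries and lay beyond that limit from other genes, outside the central 95% of random lists.

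DDX6-bound RNA of mock-transfected HEK293 cells held groups of genes at very different levels relative to total RNA. Genes of the extracellular matrix and integrins had a median occupancy of −1.55 from other genes on the log2 scale (27 genes, of which 2 lay above the median of other genes). After miR-124 and miR-155 it was −1.38 and −1.55. Immediate early genes and others with AU-rich elements, whose mRNAs are short-lived, lay at 1.29 (23 genes, 22 above), and at 0.95 and 1.03 after the miRNAs. Replication-dependent histone genes, whose mRNAs mostly end in a stem-loop without a poly(A) tail, lay at −1.43 (49 genes, 1 above), and at −1.78 and −1.35. With a limit of 5 FPKM the medians were −1.44, 1.22 and −1.46. The libraries were depleted of ribosomal RNA rather than poly(A)-selected, so mRNAs without tails are present in them. No technical or biological explanation was tested for these groups.

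In S2 cells the mRNAs of cytoplasmic ribosomal proteins had PABP occupancies 1.80 above other genes with Fab1 and 1.70 with Fab2 (83 mRNAs). RpL34b had 2.45 and 2.78, and the lowest members were RpS3A with Fab1 (0.79) and RpL38 with Fab2 (0.39). Those of the respiratory chain and ATP synthase lay 1.07 above with Fab1 (58 mRNAs), though ATPsynbeta, the catalytic subunit of ATP synthase, had −1.43 and ND-49, a core subunit of complex I, −1.20. The medians with Fab1 were 1.75 and 1.02 under a limit of 5 FPKM. Transcript length, which goes with PABP occupancy in HEK293 cells, is not listed for these genes, and no explanation was tested.

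Interferon-induced genes fell in total RNA after both miRNAs, with medians of −1.90 (miR-124) and −1.69 (miR-155) over 37 measured genes. The paper does not discuss them. The call was made by limma for 34 and 25 genes, of which 25 were lower after both, and 22 of these lack 3′ UTR sites to either miRNA. Among those lower after both, log2 fold changes were −3.36 and −2.83 for IFIT3, −2.39 and −2.51 for the ubiquitin-like ISG15 and −2.52 and −2.13 for the antiviral GTPase MX1. Of all genes lower after both miRNAs, 7 are outside the list. Both comparisons share the mock libraries, so the overlap was not tested against chance.

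The pattern is lower interferon-induced mRNAs after transfection of either miRNA than after mock transfection with a plasmid. The tables argue against seed sites as the whole cause, since most of these genes have none. A candidate explanation is a response to the plasmid in the mock control. In untransfected cells 2 of 23 of these genes are listed, and the others were set to the limit of 5 FPKM. The median log2 ratio to mock was then −2.14, compared with −1.85 after the miRNAs. For 5490 other genes, listed ones alone, it was −0.03. Of other genes with a mock mean of at least 10 FPKM 86.4% are listed, so absence need not mean a low level and −2.14 is not a bound. The sample records label these cells mock, whereas the paper calls them untransfected, and this test rests on the paper's label. A response to other parts of the transfection, such as the amount or kind of nucleic acid, stays open, and no biological explanation was tested.

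The numbers of genes changed in total RNA, 114 for miR-124 and 51 for miR-155, were set against other splits of the same 6 libraries. For each miRNA 1 of 10 splits, the real one, reached the number, and the highest of the others gave 0 by limma. With 10 splits no share under 0.05 can be reached.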

How the results depend on the processing

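The alternatives with at least 2 sites, with lists matched on transcript length for the site shifts, with total RNA changes of the other experiments, and with DDX6 occupancy of gene lists in the miRNA transfections were chosen only after the data were seen. Of 519 alternative values of results that answer a comparison, 366 kept direction and side of the test or stayed within the spread, 70 moved, 33 turned direction, 33 no longer passed the test and 17 newly passed. Of 2158 for single genes, these numbers were 1770, 255, 29, 102 and 2. Where a value moved, the cause was not tested unless it is given beside the value or in the other parts.

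For total RNA, limma without the experiment as a block called 0 genes for miR-124 and 0 for miR-155, higher or lower (140 and 86 at an unadjusted p under 0.05). The block follows the paper's experiments, and without it differences between experiments enter the spread. Leaving out each replicate in turn gave 0 to 116 genes for miR-124 (0 to 12 higher, 0 to 104 lower) and 0 to 41 for miR-155 (0 to 2 higher, 0 to 39 lower), with 0 by limma without the PABP experiment (955 and 715 at an unadjusted p under 0.05), the most deeply sequenced, and 25 and 19 without the DDX6 experiment. limma-trend called 179 genes for miR-124 (20 higher, 159 lower) and 79 for miR-155 (73 lower). A pseudocount of 0.1 gave 31 for miR-155 (27 lower), a limit of 5 FPKM in the mock libraries 85 (78 lower), and the direct comparison of both miRNAs 47. By limma that direct comparison gave 0 with a pseudocount of 0.1 (1203 at an unadjusted p under 0.05), 0 without the block (132), 0 without the PABP experiment (894), 18 without the eIF4G experiment, 0 without the DDX6 experiment (670), 21 with libraries centred on their median, 180 above 5 FPKM and 181 with limma-trend. Single genes that turned direction in some of these ranged, for miR-155, as ETS1 −0.072 to 0.15, CCN1 −0.44 to 0.57, FOXO3 −0.052 to 0.38, WEE1 −0.18 to 0.28 and SMAD2 −0.34 to 0.080. The range of RHOA, total RNA, miR-155, was −0.086 to 0.14.

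Site shifts depended on the controls and the reference. With controls holding a site to the other miRNA only, the occupancy shifts were 0.12 (eIF4G, miR-124, newly apart, above random lists), 0.13 (PABP, miR-124, newly apart, above), −0.063 (PABP, miR-155, newly apart, below), −0.17 (eIF4G, miR-155, apart), −0.051 (DDX6, miR-124, not apart) and 0.11 (DDX6, miR-155, apart), the immunoprecipitated RNA shifts for miR-124 were −0.042 (eIF4G) and −0.050 (PABP), no longer apart, and the tail changes were −3.66 nt (DDX6-bound, miR-124, no longer apart) and −0.0044 nt (PABP-bound, miR-155). With the other miRNA's transfection as the reference, occupancy shifts were 0.0040 (eIF4G, miR-155, no longer apart), 0.12 (PABP, miR-155, newly apart, above), −0.064 (PABP, miR-124, newly apart, below), −0.036 (DDX6, miR-155, apart, below) and 0.073 (DDX6, miR-124, apart). With total RNA changes of the other experiments they were −0.032 (eIF4G, miR-155) and 0.014 (DDX6, miR-155), no longer apart, 0.029 (DDX6, miR-124), still apart, and 0.015 (PABP, miR-124, newly apart, above) and −0.040 (PABP, miR-155, newly apart, below). The DDX6 and PABP values of this setting rest in part on total RNA of the eIF4G experiment, the least deeply sequenced. Against lists matched on transcript length the PABP occupancy shifts, −0.031 and −0.015, newly stood apart, the first above and the second below, and such lists shifted by 0.033 to 0.067 in DDX6 occupancy for miR-124, compared with the 0.090 of site-containing mRNAs. With at least 2 sites, the miR-155 shift in total RNA of the eIF4G experiment was −0.055 and no longer apart, while the other total RNA shifts were −0.27 (eIF4G, miR-124), −0.19 and −0.21 (PABP, miR-124 and miR-155) and −0.24 and −0.27 (DDX6), and the occupancy shifts were 0.14 and 0.16 (DDX6) and −0.24 (eIF4G, miR-155), all apart. The occupancy shifts −0.060 (eIF4G, miR-124), −0.044 (PABP, miR-124) and −0.020 (PABP, miR-155) were not.

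Tail lengths were compared with the total RNA of the other PAL-seq experiment, given for mock, miR-124 and miR-155. The Spearman correlation of bound and total tails was 0.391, 0.430, 0.319 for DDX6 and 0.636, 0.643, 0.668 for PABP. The median difference was −26.8, −25.3, −24.4 nt for DDX6 and, for PABP, 4.82 nt (mock) and 8.92 nt (miR-155). The share of shorter transcripts was 91.5% for DDX6 with miR-124 and 34.1, 26.2, 21.9% for PABP. The correlation of the difference with the total tail was −0.368, −0.337, −0.242 for DDX6 and −0.633, −0.530, −0.505 for PABP, and when the difference was set against the other experiment's total RNA, so that no measurement was shared, −0.103, −0.0550, −0.0347 and −0.217, −0.111, −0.0813. With tails from total RNA of the DDX6 experiment, occupancy and tail length correlated at −0.300 (PABP), −0.268 (eIF4E) and −0.284 (eIF4G), and the tails of cytoplasmic ribosomal protein mRNAs (−7.57 nt from other genes) no longer stood apart while those of mitochondrial ones (−8.90 nt) newly did.

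A limit of 5 FPKM in each library moved the Spearman correlations of HEK293 occupancies to 0.725 (eIF4E and PABP) and 0.749 (eIF4G and PABP) and the ranges to 700.2-fold (eIF4E) and 527-fold (eIF4G). The S2 correlations became 0.935 (both PABP Fabs), 0.830 (Fab1 and eIF4G) and 0.902 (Fab2 and eIF4G), and with a pseudocount of 1 the first was 0.927. Under the same limit, list medians turned direction for endoplasmic reticulum chaperones and translocon −0.23, translation initiation factors −0.27, nuclear-enriched long noncoding RNAs 0.66 (eIF4E), aminoacyl-tRNA synthetases −0.34, chaperonin CCT subunits −0.27, endoplasmic reticulum chaperones and translocon −0.034, translation initiation factors −0.012, translation elongation factors −0.28 (eIF4G), aminoacyl-tRNA synthetases −0.16 (PABP) and cytoplasmic ribosomal proteins −0.0022 (DDX6). No longer apart were cytoskeleton and motors −0.34, published miR-124 targets −0.46 (eIF4E), published miR-124 targets −0.047 (eIF4G) and replication-dependent histones 0.42 (PABP). Newly apart were chaperonin CCT subunits −0.63, glycolysis enzymes −0.78, zinc finger ZNF genes −0.36 (eIF4E), zinc finger ZNF genes −0.22 (PABP) and the transcripts the paper measured by RT-qPCR, 0.36 (DDX6). Of single genes, CCT5 (−0.25, eIF4E), GAS5 (−0.14, eIF4G), TAF1D (−0.21, eIF4E, and −0.19, eIF4G) and ITGA1 (−0.067, PABP) turned direction.

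Against lists matched on expression and transcript length, these no longer stood apart for eIF4E: cytoplasmic ribosomal proteins 1.91, mitochondrial ribosomal proteins 1.77, snoRNA host genes 1.962, replication-dependent histones 1.97, aminoacyl-tRNA synthetases −0.31, cytoskeleton and motors −0.78, mitosis genes −0.42, published miR-124 targets −0.70. For eIF4G they were snoRNA host genes 1.95, replication-dependent histones 1.33, cytoskeleton and motors −0.61, extracellular matrix and integrins −1.31, mitosis genes −0.34, published miR-124 targets −0.28, and for PABP cytoplasmic ribosomal proteins 0.81, snoRNA host genes 1.02, replication-dependent histones 0.58, extracellular matrix and integrins −0.96, mRNP, silencing and decay factors −0.32. Newly apart were the mRNAs whose tails the paper plots 1.52, translation elongation factors −0.69 (eIF4E) and glycolysis enzymes 0.55 (PABP). Medians turned direction for glycolysis enzymes 0.14 (eIF4E) and glycolysis enzymes 0.035, nuclear-enriched long noncoding RNAs −0.15, translation elongation factors −0.21 (eIF4G).

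With the mock transfections in place of untransfected cells, eIF4G and PABP occupancies, then with separate total RNA, correlated at 0.716, and eIF4G occupancy and tail length at −0.188. Medians turned direction for aminoacyl-tRNA synthetases −0.56, chaperonin CCT subunits −0.19, endoplasmic reticulum chaperones and translocon −0.052, glycolysis enzymes 0.17 (eIF4G) and replication-dependent histones −1.04 (PABP). No longer apart were mitosis genes −0.026, replication-dependent histones 0.31 (eIF4G), and newly apart immediate early and AU-rich element genes 0.83 (eIF4G), proteasome subunits 0.86, zinc finger ZNF genes −0.24 (PABP). Single genes turned direction for eIF4G (CCT5 −0.26, CCT8 0.083, EEF1A1 0.99, EEF1B2 0.93, FARSA −0.18, MRPL44 0.58, MRPS27 0.33, TCP1 −0.24) and PABP (CCND2 −0.62, GAS5 1.67, ITGA1 −0.84, OIP5-AS1 −0.046, PFKP 0.077, RPS3A 0.55, SLC16A1 −0.18, SMAD2 −0.29, TCP1 −0.34). In DDX6 occupancy of the miR-124 transfection, medians turned direction for cytoplasmic ribosomal proteins −0.22, mRNP, silencing and decay factors 0.019, published miR-124 targets 0.25, translation elongation factors −0.046, mitosis genes (0.017) were no longer apart, and 99.8% of genes exceeded 2-fold enrichment. In the miR-155 transfection cytoplasmic ribosomal proteins −0.10, mitosis genes −0.098 turned direction.

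Not run were 8mer sites alone, sites in any annotated 3′ UTR and controls matched on 3′ UTR length, since the authors' classes and numbers of sites were used and these do not give the kind of site or the 3′ UTR, other tag minimums, since the values analysed here hold no tag numbers, and no filter on low values for the total RNA of the transfections, since its tables list genes above 1 FPKM in the mock libraries. Count-based tests on reads counted back from the FPKM were not run. Depth limits single genes most in the eIF4G experiment, where the median gene had 52 reads in mock total RNA.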

Differences from the paper's values

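The Spearman correlation of tail lengths in PABP-bound and total mRNA was 0.790 over 3646 transcripts of mock-transfected cells, compared with the paper's 0.89. With the total RNA of the DDX6 experiment, the alternative set before the data were examined, it was 0.636 and differs as well.

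The Spearman correlation of eIF4G and PABP occupancies in HEK293 cells was 0.794, compared with the paper's 0.81. The values for untransfected cells start at 5 FPKM in total RNA, whereas the paper reports a filter of 1 FPKM. The alternatives set before the data were examined differ too, with 0.749 for a limit of 5 FPKM, 0.790 with a pseudocount of 1 and 0.716 in mock-transfected cells with separate total RNA.

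The rank correlations of occupancy and mean tail length are negative here and in the paper, and their sizes differ. For PABP the size was 0.262, compared with the paper's 0.16, for eIF4E 0.134, compared with the paper's 0.02, and for eIF4G 0.155, compared with the paper's 0.04. The alternatives set before the data were examined differ as well. A limit of 5 FPKM gave 0.241, 0.105 and 0.127, the tails of the DDX6 experiment's total RNA 0.300, 0.268 and 0.284, and mock-transfected cells 0.243 (PABP) and 0.188 (eIF4G). None of these settings reaches the paper's values. The paper reports a filter of 1 FPKM, whereas the values for untransfected cells start at 5 FPKM in total RNA, so its set of genes could not be rebuilt.

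The paper states that PABP occupancy, like that of eIF4G, decreased on predicted targets of both miRNAs. It bases this on NanoString of selected targets, not analysed here, as well as on RIP-seq, and tested whole distributions by the K–S test. The RIP-seq medians here have that sign and match those read by eye from Fig. 1c, d (−0.03 and −0.02 for PABP). Neither PABP median stood apart from random lists of no-site and site-containing mRNAs matched on expression, a comparison the paper does not make. Against lists matched on transcript length, chosen after seeing the values, the PABP shift lay below them for miR-155, as the paper states, and above them for miR-124. The eIF4G shift for miR-124 (−0.06) did not stand apart from lists matched on expression or on length. The eIF4G shift for miR-155 (−0.17) stood apart from both.

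The paper states that mRNAs of mitochondrial ribosomal proteins have short tails. Their median tail lay −3.92 nt from other genes in total RNA of the PABP experiment, which did not stand apart from random lists, and −8.90 nt in that of the DDX6 experiment, which did. The paper does not compare with random lists. Over all named transcripts their median was below that of others in both libraries (79.2 compared with 83.7 nt and 74.2 compared with 83.2 nt).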

Other observations

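The tests of DDX6 occupancy after the other miRNA and of low depth were chosen only after the result was seen.

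Tails in total RNA of the DDX6 experiment differed by the function of the encoded protein. Those of the chaperonin CCT lay −20.5 nt from other genes (6 transcripts), of the proteasome −12.6 nt (29), of translation initiation factors −10.8 nt (25), of the respiratory chain and ATP synthase −10.4 nt (49) and of the ZNF zinc finger genes −6.71 nt (74), while those of the extracellular matrix and integrins were longer by 13.6 nt (18). These lists stood apart from random lists of like expression. In total RNA of the PABP experiment the CCT (−17.2 nt), initiation factor (−9.30 nt) and extracellular matrix lists (25.4 nt) stood apart as well, whereas the proteasome (−5.92 nt), respiratory chain (−2.56 nt) and ZNF lists (3.73 nt) did not. DDX6 occupancy and tail length correlated at −0.0607 over 4687 genes of mock-transfected cells.

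In untransfected HEK293 cells, occupancy differed widely within and between groups. Host genes of small nucleolar RNAs had median occupancies 2.37 (eIF4E), 2.33 (eIF4G) and 1.11 (PABP) above other genes on the log2 scale (13 genes), with SNHG8 at 3.38 for eIF4E and 1.74 for PABP. Against random lists matched on transcript length as well, this list did not stand apart for any of these factors. Splicing factors ranged widely, with SNRPF at 4.17 and SF3B1 at −4.13 for eIF4E, and within decay factors LSM1 had 2.83 and CNOT1, the scaffold of the deadenylase complex, −3.99. The nuclear noncoding RNA MALAT1 had −2.61 for eIF4E and −1.51 for PABP. In total RNA after miR-124, 4 of 25 genes of the extracellular matrix and integrins fell. The total RNA shift of site-containing mRNAs over the 3 experiments was −0.13 for miR-124 (SD 0.017) and −0.12 for miR-155 (SD 0.066).

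The first pattern weighed is the occupancy shift of site-containing mRNAs, for which another property of these mRNAs, such as length, could be the source, and this was tested on the same genes after the other miRNA, to which they have no site. The tables argue against low depth of total RNA as the whole source for eIF4G and miR-155, since 425 site-containing genes with at least 100 reads expected from their level in the DDX6 experiment had a total RNA shift of −0.089 in that of eIF4G and of −0.15 in that of PABP (interval of the difference 0.02 to 0.10). Over all site-containing mRNAs the shift was −0.045, so depth stays open for a part. Another property stays open for DDX6 and miR-155 (0.12 after miR-124 and 0.09 after miR-155; 357 genes) and for PABP and miR-155 (−0.15 after miR-124 and −0.04 after miR-155; 350 genes), while for 2 others it cannot be told apart. For DDX6 and miR-124 (−0.018 after miR-155 and 0.07 after miR-124; interval of the difference 0.06 to 0.11; 1030 genes) random lists matched on transcript length shift by 0.033 to 0.067, compared with the 0.09 of all site-containing mRNAs, and mRNAs with a miR-155 site alone shifted by 0.12 after miR-124, so a property that acts after miR-124 is not excluded. For PABP and miR-124 (0.026 after miR-155 and −0.01 after miR-124; interval of the difference −0.06 to −0.01; 1051 genes) random lists matched on expression shift as far as the site-containing mRNAs (−0.05 to −0.02), and the bound written for this test was therefore wrong. For eIF4G and miR-155 the total RNA libraries stay open as a source, since with the total RNA changes of the PABP and DDX6 experiments the shift was −0.032 (interval −0.07 to −0.0044; 1008 genes) and not −0.17. Repression by the miRNA is the biological explanation the design gives, and it is not shown where another stays open.

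The last pattern is lower PABP occupancy of mRNAs with longer tails, with a rank correlation of −0.254 over 3012 genes. Long transcripts have low occupancy and long tails. With transcript length held fixed the correlation was −0.0292 (interval −0.0676 to 0.0071), so transcript length may account for it, whether through fragmentation of long RNAs, the immunoprecipitation or translation. These were not told apart, and no biological explanation was tested.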
